# Effect of sex chromosomes versus hormones in neonatal lung injury

**DOI:** 10.1172/jci.insight.146863

**Published:** 2021-07-08

**Authors:** Sandra L. Grimm, Xiaoyu Dong, Yuhao Zhang, Alexandre F. Carisey, Arthur P. Arnold, Bhagavatula Moorthy, Cristian Coarfa, Krithika Lingappan

**Keywords:** Pulmonology, Bioinformatics, Mouse models, Sex hormones

## Abstract

The main mechanisms underlying sexually dimorphic outcomes in neonatal lung injury are unknown. We tested the hypothesis that hormone- or sex chromosome–mediated mechanisms interact with hyperoxia exposure to impact injury and repair in the neonatal lung. To distinguish sex differences caused by gonadal hormones versus sex chromosome complement (XX versus XY), we used the Four Core Genotypes (FCG) mice and exposed them to hyperoxia (95% FiO_2_, P1–P4: saccular stage) or room air. This model generates XX and XY mice that each have either testes (with *Sry*, XXM, or XYM) or ovaries (without *Sry*, XXF, or XYF). Lung alveolarization and vascular development were more severely impacted in XYM and XYF compared with XXF and XXM mice. Cell cycle–related pathways were enriched in the gonadal or chromosomal females, while muscle-related pathways were enriched in the gonadal males, and immune-response–related pathways were enriched in chromosomal males. Female gene signatures showed a negative correlation with human patients who developed bronchopulmonary dysplasia (BPD) or needed oxygen therapy at 28 days. These results demonstrate that chromosomal sex — and not gonadal sex — impacted the response to neonatal hyperoxia exposure. The female sex chromosomal complement was protective and could mediate sex-specific differences in the neonatal lung injury.

## Introduction

Sex as a biological variable plays a crucial role both during lung development and in modulating recovery from neonatal lung injury. Bronchopulmonary dysplasia (BPD), a lung disease characterized by aberrant alveolar and pulmonary vascular development, causes significant morbidity in preterm neonates. The incidence of this disease is skewed toward the male sex (1). In a recently published study from the Canadian Neonatal Network, among neonates born at < 29 weeks’ gestation between 2007 and 2016, the composite of death or major morbidity was higher in males over the study period and the difference between rates of the major morbidities including BPD was unchanged between male and female premature neonates (2). The sex differences have been replicated in murine models and are strain specific (3, 4). Male mice have greater alveolar simplification, impaired pulmonary vascular development, and more long-term adverse sequelae compared with female mice (5, 6).

The underlying molecular mechanisms behind these sex-specific differences may range from effects of sex chromosomes versus the differential exposure to sex hormones prenatally (7). To distinguish sex differences caused by gonadal hormones versus sex chromosome complement (XX versus XY), we used the Four Core Genotypes mice (FCG) (8). In the FCG model (Figure 1), *Sry* is a transgene and is not present on the Y chromosome, meaning that XX and XY mice can each have either testes (with *Sry*, XXM, or XYM) or ovaries (without *Sry*, XXF, or XYF). The model also has an advantage in that it tests simultaneously for hormonal effects and the interaction of sex chromosome and hormonal effects. The XYM male (gonadal and chromosomal male) in this model bears the *Sry* gene on an autosome instead of the Y chromosome. When a WT XXF female is bred with the XYM male, the pups could be any of the 4 genotypes: XXM (gonadal male with XX chromosomal complement), XYM (gonadal male with XY chromosomal complement), XXF (gonadal female with XX chromosomal complement), or XYF (gonadal female with XY chromosomal complement). Our objective was to test the hypothesis that hormonal or sex chromosome mechanisms interact in the sex-specific modulation of neonatal hyperoxic lung injury. We assessed changes in lung alveolarization and pulmonary vascular development after neonatal hyperoxia exposure (during the saccular stage of lung development P1–P4) in the FCG mice. In addition, differences in the pulmonary transcriptome and the underlying biological pathways and regulatory networks were elucidated and compared with changes in human patient gene expression stratified by sex (Figure 1).

## Results

### Chromosomal sex had a significant impact on alveolarization after neonatal hyperoxia exposure and not gonadal sex.

Representative lung sections (P21) stained with H&E from the FCG mice (room air and hyperoxia-exposed) are shown in Figure 2, A–D. Impact on lung alveolarization was measured using lung morphometric indices. The mean linear intercept (MLI) and radial alveolar count (RAC) were not different between the 4 genotypes at baseline under room air conditions (Figure 2, E and F). Statistical analysis by 3-way ANOVA showed a main effect of treatment and chromosomal sex, but not gonadal sex. Among the interactions, the interaction between chromosomal sex and treatment was statistically significant for RAC. The interaction between all 3 factors (gonadal sex, treatment, and chromosomal sex) was also significant. Compared with room air controls, the MLI was significantly increased in XYM mice. The RAC was decreased in all 4 genotypes upon exposure to hyperoxia. Compared with XYM and XYF mice, the XXM and the XXF mice had better preservation of the RAC upon exposure to hyperoxia. The detailed report of 3-ANOVA is shown in Supplemental Table 1 (supplemental material available online with this article; https://doi.org/10.1172/jci.insight.146863DS1).

### Arrest in angiogenesis after hyperoxia exposure is significantly impacted by chromosomal sex but not gonadal sex.

Pulmonary vessel density was determined based on von Willebrand Factor (vWF) immunostaining, which is an endothelial-specific marker. vWF-stained vessels with external diameter (<50 μm per high-power field) were quantitated. A representative lung section stained with vWF at P21 is shown in Figure 3, A and B, with quantitation for all genotypes represented in Figure 3C. Statistical analysis by 3-way ANOVA showed a main effect of treatment and chromosomal sex but not gonadal sex. The interaction between chromosomal sex and treatment was statistically significant. Compared with room air controls, the vessel count was significantly decreased in XYM and XYF mice. Interestingly, the hyperoxia-exposed XXM and XXF mice were protected and had a higher vessel count compared with either the XYM or the XYF mice. We also performed IHC for macrophages and quantitation of the same at P21 (Figure 3, D, E, and F). Interestingly, we found — compared with room air controls — macrophages were increased in the hyperoxia-exposed lungs in XXF, XYM, and XYF mice. Furthermore, the increase in XYM mice was greater compared with XYF mice. Statistical analysis by 3-way ANOVA showed a significant effect of treatment and gonadal sex. The interaction between all 3 factors (gonadal sex, treatment, and chromosomal sex) was also significant. The detailed report of 3-ANOVA is shown in Supplemental Table 1.

### Differences in the lung transcriptome in the FCG model after neonatal hyperoxia exposure.

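Lungs of 48 FCG mice were sequenced, with 3 animals in each of 16 groups. In this model the testis gene Sry is moved to an autosome, so gonads and sex chromosomes are inherited apart: XXF and XYF mice carry ovaries, and XXM and XYM mice carry testes. The animals breathed 95% oxygen (O2) or room air (RA), and lungs were taken at the end of exposure or after recovery in room air. The series description dates the exposure to days 1 to 5 and the earlier collection to day 7, where the paper gives P1–P4 and P5. The paper's P5 and P21 name the ages here. By the labels, RNA from frozen lung was enriched for poly(A) transcripts, made into stranded libraries and read on a NextSeq 500 as pairs of 2 × 76 bp. The values taken up here are raw read counts for 52550 genes, without normalization. The aligner, genome build and annotation release are not given in the sources used here. Gene symbols and positions come from GENCODE (GRCm38), which holds 52403 of the identifiers, and the other 147 carry 0.0082% of all counts. Counts per animal run from 6008291 to 56798952 with a median of 16555050. By age and treatment the medians are 16555050 (P5, RA), 12409042 (P5, O2), 9243258 (P21, RA) and 20584063 (P21, O2), so depth differs between the groups that are compared. The shallowest group by its median is P21 XXM in room air, with 6042939 to 9083182. Each animal is named by the number on its label. Animal 34 is labeled day 21 in its title and day 5 in its age field, and it was analyzed at P21.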

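For each age, 1 model with a mean for each of 8 groups was fitted to all 24 animals with the quasi-likelihood test of edgeR. Library sizes were scaled by TMM. The low-count filter of edgeR, given the groups, left 17677 genes at P5 and 17937 at P21, and p-values were adjusted over these genes by the Benjamini-Hochberg method. A gene counts as a DEG, or as called, when its adjusted p lies under 0.05 and its change is at least 1.5-fold, the smallest change in the 1998 of 4974 rows of Supplemental Table 2 used here. The paper's text does not name the test. The biological coefficient of variation was 0.149 at P5 and 0.196 at P21. Between the 48 pairs of animals that share a group, differences exceeded counting noise, with a chi-square per degree of freedom of 3.33 to 102.58 over genes with at least 20 summed counts. On simulated counts with 200 genes changed 2-fold to 4-fold, the XXF hyperoxia comparison found 170 of them with 5 false calls at P5 and 166 with 4 false calls at P21. With nothing changed, the XXM hyperoxia comparison called 0 at either age by edgeR. All simulated animals share 1 mean profile, without libraries that hold few genes and without other tissue. This 0 therefore does not cover false calls that such features could bring to the real XXM comparison. Levels are given in CPM, counts scaled to library size, as mean ± SD over 3 animals, and changes as log2 fold changes with standard errors (SE) from the fit. An exact permutation test of 3 animals against 3 cannot return a p under 0.1, so single groups were compared through the model alone.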

The FCG mouse lung transcriptomes were profiled using RNA sequencing (RNA-Seq). The total number of up- and downregulated differentially expressed genes (DEGs) in individual comparisons are shown in Figure 4. 

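Between genotypes in room air at P5 edgeR called 0 to 28 genes, and more in other settings. Room-air XXF lungs 1, 2 and 3 and XYF lung 15 stood apart from the other room-air lungs of P5. Nr1d1 read 6.16 to 9.84 CPM in them and 11.3 to 16.2 in the others. A list of 97 cell cycle genes averaged 5.672 to 5.808 in log2 CPM against 5.196 to 5.363. A difference of these lungs apart from genotype thus stays open for comparisons with room-air XXF mice, the XXF hyperoxia response included. P5 XYM over XXF in RA, called genes numbered 28 (11 higher and 17 lower in XYM), 150 by DESeq2, and 18 without animal 2, 53 without 3 and 12 without 9, 10 or 11. P5 XXM over XXF in RA, called genes numbered 0 by edgeR, against 1666 at an unadjusted p under 0.05 and 63 by DESeq2, and 13 without animal 3. P5 XYM over XYF in RA, called genes numbered 0 by edgeR, against 207 at an unadjusted p under 0.05 and 5 by DESeq2. P5 XYM over XXM in RA, called genes numbered 13 (10 higher and 3 lower in XYM), 15 by DESeq2. P5 XYF over XXF in RA, called genes numbered 11 (9 higher and 2 lower in XYF), 19 by DESeq2, and 18 without animal 1 and 32 without 15. An unadjusted p under 0.05 with the 1.5-fold minimum gave 389 genes in place of 0 for XXM over XXF and 442 in place of 28 for XYM over XXF. At the adjusted p, fits of the 6 animals gave 278 and 386 and no filter 212 and 297.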

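Under hyperoxia at P5 the comparison of XYM with XXM stood apart from the others. P5 XYM over XXF in O2, called genes numbered 24 (10 higher and 14 lower in XYM), 80 by DESeq2, and 12 without animal 18, 13 without 19, 11 without 25 or 26 and 107 without 27. P5 XXM over XXF in O2, called genes numbered 9 (0 higher and 9 lower in XXM), 588 by DESeq2, and 1 without animal 17, 0 without 18, 19 or 22, 2982 without 21 and 2 without 23. P5 XYM over XYF in O2, called genes numbered 0 by edgeR, against 392 at an unadjusted p under 0.05 and 4 by DESeq2. P5 XYM over XXM in O2, called genes numbered 375 (233 higher and 142 lower in XYM), 954 by DESeq2, and 3192 without animal 21, 799 without 22, 696 without 23, 17 without 25 and 16 without 26. P5 XYF over XXF in O2, called genes numbered 12 (9 higher and 3 lower in XYF), 20 by DESeq2. Animals 22 and 23 are the exposed XXM mice whose libraries hold few genes, and with both left out the XYM and XXM comparison gave 13 genes and the XXM and XXF comparison 0.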

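At P21 in room air, XXF mice differed most from the mice with a Y chromosome. P21 XYM over XXF in RA, called genes numbered 173 (27 higher and 146 lower in XYM), 241 by DESeq2, and 80 without animal 34, 86 without 35, 71 without 41 and 43 without 43. P21 XXM over XXF in RA, called genes numbered 20 (2 higher and 18 lower in XXM), 34 by DESeq2, and 7 without animal 34, 4 without 35, 10 without 36, 2 without 37 or 40 and 3 without 39. P21 XYM over XYF in RA, called genes numbered 0 by edgeR, against 375 at an unadjusted p under 0.05 and 0 by DESeq2. P21 XYM over XXM in RA, called genes numbered 34 (11 higher and 23 lower in XYM), 139 by DESeq2, and 11 without animal 37 or 43, 228 without 39, 19 without 40, 12 without 41 and 61 without 42. P21 XYF over XXF in RA, called genes numbered 187 (54 higher and 133 lower in XYF), 322 by DESeq2, and 54 without animal 34, 61 without 35, 85 without 36, 45 without 46 and 14 without 47.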

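After recovery from hyperoxia the comparisons at P21 called between 8 and 72 genes. P21 XYM over XXF in O2, called genes numbered 39 (11 higher and 28 lower in XYM), 61 by DESeq2, and 89 without animal 49, 12 without 51 or 58, 124 without 52 and 10 without 59 or 60. P21 XXM over XXF in O2, called genes numbered 34 (2 higher and 32 lower in XXM), 130 by DESeq2, and 102 without animal 49, 8 without 51, 142 without 52, 0 without 53 or 54 and 6 without 55. P21 XYM over XYF in O2, called genes numbered 8 (0 higher and 8 lower in XYM), 79 by DESeq2, and 1 without animal 58, 0 without 59, 60 or 61 and 2 without 63. P21 XYM over XXM in O2, called genes numbered 12 (9 higher and 3 lower in XYM), 66 by DESeq2, and 19 without animal 58. P21 XYF over XXF in O2, called genes numbered 72 (15 higher and 57 lower in XYF), 197 by DESeq2, and 130 without animal 49, 39 without 51, 179 without 52, 20 without 61, 11 without 63 and 13 without 64.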

The hyperoxia responses (hyperoxia [O_2_] versus normoxia [RA]) in each genotype are shown in Figure 4A, while differences between the genotypes in normoxia and under hyperoxic conditions are shown in Figure 4, B and C, respectively. 

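The hyperoxia responses at P5 were uneven in size. The XXF response is measured against room-air lungs 1, 2 and 3, which stood apart as described above. For P5 hyperoxia response XXF, called up genes were 141 and P5 hyperoxia response XXF, called down genes 133, 48.5% of 274 down. Leaving out 1 animal gave 82 without animal 2, 62 without 3, 77 without 17 and 80 without 18 for the former and 72 without animal 3 or 18 and 73 without 17 for the latter. For P5 hyperoxia response XXM, called up genes were 801 and P5 hyperoxia response XXM, called down genes 1139, 58.7% of 1940 down. Leaving out 1 animal gave 493 without animal 6, 1388 without 21 and 1233 without 22 for the former and 2689 without animal 21 for the latter. For P5 hyperoxia response XYF, called up genes were 228 and P5 hyperoxia response XYF, called down genes 312, 57.8% of 540 down. Leaving out 1 animal gave 126 without animal 29 for the former and 207 without animal 13, 199 without 14 and 154 without 29 for the latter. For P5 hyperoxia response XYM, called up genes were 372 and P5 hyperoxia response XYM, called down genes 657, 63.9% of 1029 down. Leaving out 1 animal gave 220 without animal 25 for the former and 386 without animal 25 and 396 without 26 for the latter. In XXF mice the larger part was down by DESeq2 (161 up, 215 down), with no filter (148 up, 283 down), at the unadjusted p (333 up, 408 down), with 1 surrogate variable (187 up, 218 down), in fits of 6 animals (267 up, 323 down) and without animal 2 (82 up, 106 down) or 3 (62 up, 72 down). As a ratio, the setting that moved the counts most was a fit of the 6 XXM animals alone, with 80 up and 171 down. By size, leaving out animal 21 moved the XXM down count further, to 2689.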

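The XXM count at P5 depends on animals 22 and 23, whose libraries hold few genes. Thinned to 6008291 counts each, exposed XXM animals 22 and 23 show 17237 and 15717 genes, and the other animals of that age 21361 to 22087. With animal 21 as the only exposed XXM mouse edgeR called 798 genes, with animal 22 alone 6817 and with animal 23 alone 7417. These fits take the lone animal to vary as the other groups do. Without 22 and 23, P5 hyperoxia response XXM, called up genes number 372 and P5 hyperoxia response XXM, called down genes 426. This choice was added after the data were seen. Differences between the responses were tested as interactions. At P5 edgeR called 0 genes for the difference of the response between XY and XX mice, 0 between gonadal males and females and 0 for the 3-way term, against 1222, 1530 and 902 at an unadjusted p under 0.05 and 4, 13 and 14 by DESeq2. Without animal 21 the 3 counts were 1012 for P5 hyperoxia response XY minus XX, called genes, 1072 for P5 hyperoxia response M minus F, called genes, and 1199 for P5 3-way interaction, called genes. In that case 22 and 23 are the only exposed XXM mice. The second count was also 1 without animal 1 and 2 without animal 3, and the third 1 without animal 23.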

In Figure 4A, at P5, there are more downregulated than upregulated genes in all the genotypes except XYF mice. Interestingly, at P21, the XYM mice had almost an equal number of up- and downregulated genes, whereas the other genotypes continued to have a predominance of downregulated genes. 

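At P21 calls were confined to mice with XX chromosomes. Here P21 hyperoxia response XXF, called up genes were 224 and P21 hyperoxia response XXF, called down genes 364, 61.9% of 588 down. Single animals changed this to 34 without animal 34, 93 without 35, 68 without 36 and 61 without 51 up and to 183 without animal 34, 221 without 36, 152 without 51 and 238 without 52 down. Here P21 hyperoxia response XXM, called up genes were 14 and P21 hyperoxia response XXM, called down genes 251, 94.7% of 265 down. Single animals changed this to 1 without animal 37, 32 without 39, 5 without 40, 33 without 53 and 3 without 55 up and to 51 without animal 37, 160 without 53, 101 without 54 and 71 without 55 down. In XXM mice a fit of the 6 animals alone called 0 up and 0 down, and DESeq2 called 28 and 411. In XYF mice edgeR called 0 genes, with 1817 at an unadjusted p under 0.05, and DESeq2 called 14 up and 115 down. In XYM mice edgeR called 0, with 1469 at an unadjusted p under 0.05, and DESeq2 called 3 up and 3 down. For P21 hyperoxia response XYF, called up genes were 2 and P21 hyperoxia response XYF, called down genes 39 without animal 48, and for XYM 1 gene was called down without animal 59.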

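Tested directly at P21, P21 hyperoxia response XY minus XX, called genes numbered 11 (5 up and 6 down), with 143 by DESeq2, and 0 without animal 34, 35, 36, 37, 40, 41, 43, 46, 47, 49, 52, 53, 54, 55, 59, 60, 61, 63 or 64, 223 without 39, 55 without 42, 76 without 48, 32 without 51 and 26 without 58. Likewise P21 3-way interaction, called genes were 9, all with a positive term, and DESeq2 gave 89. Counts were 4 without animal 34, 36, 37, 39, 41, 43, 46, 54, 59, 63 or 64, 31 without 35, 45 without 40, 26 without 52, 5 without 53 or 60 and 22 without 58. Between gonadal males and females the response differed in 0 genes by edgeR, in 542 at an unadjusted p under 0.05 and in 0 by DESeq2. The 3 genes with the smallest adjusted p in the first test were Gm32051 (-4.51), Slfn14 (-3.36) and Rhag (-4.34), each at an adjusted p of 0.0356, and in the second Ucp1 (25.57), Cidea (12.91) and Pck1 (14.11, with adjusted p 0.00367, 0.00581 and 0.00852). Ucp1 lies near 0 in many lungs, and its room-air means are 0.138 ± 0.0702 CPM in XXF, 67.1 ± 70.6 in XXM, 10.6 ± 8.81 in XYF and 0.251 ± 0.201 in XYM. Exposed means are 97.4 ± 99.1, 0.321 ± 0.278, 0.0980 ± 0.0872 and 1.09 ± 1.78. Genes of adipose tissue make up most of the 3-way calls, so unequal fat on the dissected lungs remains open for them.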

Genes on the X and Y chromosome were also analyzed. There were no genes on the Y chromosome that were differentially expressed in response to hyperoxia in the neonatal lung at P5 or at P21. 

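Of the Y-linked genes 7 passed the filter at P5 and 8 at P21, and edgeR called 0 of them in the hyperoxia responses of XYF and XYM mice, with 0 by DESeq2 as well. Their smallest adjusted p at P5 was 0.499 in XYF and 0.26 in XYM, and at P21 0.964 and 0.773. At an unadjusted p under 0.05 there were 0 in these mice. XXF and XXM mice carry no Y chromosome, so tests of Y genes say nothing in them and are left out here.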

There were 12 upregulated X-genes in XXF and 20 upregulated X-genes in XXM at P5. 

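Among 566 tested X genes at P5, 3 were called up in XXF mice (Apln, Slc6a14 and Tmem47), 27 in XXM, 4 in XYF and 14 in XYM, and 3, 28, 9 and 16 were called down. The XXF number was 11 at an unadjusted p under 0.05 and 8 in a fit of the 6 animals alone. The count for P5 hyperoxia response XXM, X genes called up was 17 without animal 6 and 46 without 22. In a fit of 6 animals it was 1, the setting that moved it most as a ratio. Whether the response of X genes differs between genotypes was tested only through the interactions, where edgeR called 0 genes of any chromosome at P5. The largest rises were Snora69, Fndc3c1 and Gata1, all in XXM mice, at 2.80 (SE 1.00, adjusted p 0.0482), 2.66 (SE 0.68, adjusted p 0.00791) and 1.93 (SE 0.43, adjusted p 0.00336). They lean on the sparse libraries of animals 22 and 23. For Snora69, P5 hyperoxia response XXM, log2 fold change was 2.60 without animal 5, 3.88 without 6, 2.5 without 7 and -0.27 without 23. Fndc3c1, P5 hyperoxia response XXM, log2 fold change was 2.34 without animal 6 and 1.01 without 23, and 0.45 without both, and Gata1, P5 hyperoxia response XXM, log2 fold change was 0.56 without both.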

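Of 568 X genes tested at P21, 10 rose past the threshold in XXF mice and 14 fell. XXM mice had 0 called up by edgeR, with 11 at an unadjusted p under 0.05 and 0 by DESeq2, and 5 called down, and XYF and XYM mice had 0 in either direction, as for all genes at this age. The count for P21 hyperoxia response XXF, X genes called up was 2 without animal 34 or 36, 4 without 35 or 51 and 6 without 52. For P21 hyperoxia response XXM, X genes called up it was 2 without animal 39 or 54 and 1 without 53 or 55. The 3 largest rises in XXF mice were Rgn at 3.89 (SE 0.93, adjusted p 0.0216), Otc at 3.43 (SE 0.96, adjusted p 0.0471) and Serpina7 at 1.79 (SE 0.45, adjusted p 0.0265), all made mainly in the liver. Exposed animal 51 carries liver transcripts, and it sets the rise of Rgn and Otc: Rgn stands at 37.9 CPM in 51 and at 0.749 and 1.03 in 49 and 52. Left out 1 at a time, animals changed Rgn, P21 hyperoxia response XXF, log2 fold change to 4.20 without animal 34, 3.67 without 35, 3.86 without 36 and 0.02 without 51, Otc, P21 hyperoxia response XXF, log2 fold change to 3.23 without animal 34, 3.30 without 35, 3.75 without 36 and -0.56 without 51, and Serpina7, P21 hyperoxia response XXF, log2 fold change to 1.76 without animal 34, 1.75 without 35, 1.87 without 36 and 1.24 without 51.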

At P21, 8 X-genes were upregulated in XXF and 1 gene in XXM. One of the common X-chromosome genes that was upregulated in XXM and XXF was apelin (*Apln*). 

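Apln rose at P5 from 109 ± 8.27 CPM (SD, n = 3) to 182 ± 35.2 in XXF mice and from 88.8 ± 16.8 to 141 ± 21.6 in XXM mice. In XYF and XYM mice it went from 96.5 ± 19.1 to 141 ± 16.0 and from 86.5 ± 9.13 to 110.2 ± 8.69. The changes in the XX mice were 0.75 (SE 0.16, adjusted p 0.00721) and 0.67 (SE 0.16, adjusted p 0.00430). Without animal 19, Apln, P5 hyperoxia response XXF, log2 fold change was 0.58, under 1.5-fold, and without animal 5, Apln, P5 hyperoxia response XXM, log2 fold change was 0.54, also under it. A fit of the 6 XXM animals alone left Apln short of the adjusted threshold. Apln is not among the interaction calls at P5, where edgeR called 0 genes of any kind, so this test shows neither a larger rise in XX than in XY mice nor its absence. At P21 the changes in XXF and XXM mice were -0.49 (SE 0.25, adjusted p 0.315) and -0.11 (SE 0.25, adjusted p 0.944), the latter 0.14 without animal 40 and 0.08 without 53 (Apln, P21 hyperoxia response XXM, log2 fold change).

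**Figure D1:**
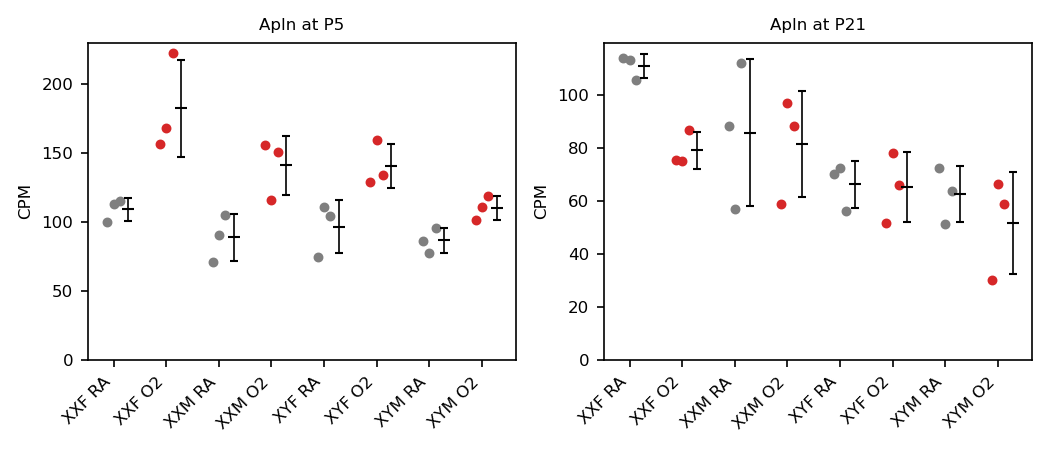
Apln in each of the 48 lungs, in CPM by genotype at P5 and P21. Grey, room air. Red, hyperoxia. Black bars, mean ± SD of 3 animals.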

Apelin is highly expressed in the vascular endothelium and attenuates hyperoxic lung and heart injury in neonatal rats (9). Four Y-chromosome genes (*Eif2s3y, Kdm5d, Ddx3y,* and *Uty)* were expressed to a greater extent in XY mice compared with XX mice both under room air and hyperoxia at both the time points. 

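Eif2s3y averaged 71.2 to 88.1 CPM in the 8 XY groups and 0 to 0.350 in the 8 XX groups. Kdm5d averaged 32.3 to 44.1 CPM in the 8 XY groups and 0 to 0.0725 in the 8 XX groups. Ddx3y averaged 53.2 to 67.0 CPM in the 8 XY groups and 0 to 0.241 in the 8 XX groups. Uty averaged 18.1 to 23.4 CPM in the 8 XY groups and 0 to 0.0963 in the 8 XX groups. In room air at P5, XYM mice held 55.6 ± 4.99 CPM (SD, n = 3) of Ddx3y and XYF mice 58.2 ± 8.70. A fitted ratio to groups at 0 has no stable size, so levels stand here in its place. No animal left out changed the call or the direction of any of the 4 in XY over XX at either age and treatment.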

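In room air at P5, 3 of 566 tested X genes were called higher in XX than in XY mice with gonads averaged: Xist, Eif2s3x and Kdm6a. At any size of change 6 passed the adjusted p, and 17 had an unadjusted p under 0.05. Leaving out any animal left 3. In the other direction, 7 X genes were higher in XY mice (Tlr7, Tlr8, Prps2, Hccs, Msl3, Arhgap6 and Tmsb4x). Under hyperoxia at P5 the counts were 2 higher in XX and 8 in XY. At P21 in room air 6 were higher in XX, 12 without animal 39, and 10 in XY. After hyperoxia 3 and 6 were called. Averaged over treatments, Eif2s3x changed by -0.64 (SE 0.05, adjusted p 2.07e-08) in XY against XX at P5 and by -0.75 (SE 0.05, adjusted p 1.11e-08) at P21.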

There were many X-chromosome–specific genes that were higher in XX mice under normoxia at P5, and this trend could have biased the response to hyperoxia in these mice. These genes included *Kdm5c* (XXF > XYM) and *Kdm6a* (XXM > XYM)*,* which are both histone lysine demethylases and can, thus, modulate the epigenome and have been implicated in sexually dimorphic diseases (10). 

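Kdm5c stood at 140.4 ± 6.70 CPM (SD, n = 3) in XXF, 132 ± 9.68 in XXM, 98.0 ± 2.98 in XYF and 94.5 ± 4.70 in XYM mice in room air at P5. Kdm6a stood at 70.3 ± 3.58, 78.7 ± 2.25, 48.1 ± 4.31 and 48.6 ± 2.73. From XXF to XYM, Kdm5c changed by -0.58 (SE 0.09, adjusted p 0.00167), which is short of 1.5-fold. Kdm5c, P5 XYM over XXF in RA, log2 fold change passed it at -0.61 without animal 1 or 9 and -0.59 without 11. From XXM to XYM, Kdm6a changed by -0.70 (SE 0.13, adjusted p 0.0269) and was called. With any 1 of the 6 animals left out it missed the adjusted threshold, at -0.71 without animal 5, -0.68 without 6 or 10, -0.70 without 7, -0.67 without 9 and -0.74 without 11 (Kdm6a, P5 XYM over XXM in RA, log2 fold change). Over all XY against all XX mice, Kdm5c changed by -0.46 (SE 0.04, adjusted p 7.63e-07) at P5 and -0.56 (SE 0.07, adjusted p 1.28e-04) at P21, and Kdm6a by -0.66 (SE 0.07, adjusted p 1.46e-06) and -0.71 (SE 0.06, adjusted p 2.06e-07). Kdm5c, P21 XY over XX, log2 fold change was -0.59 without animal 49, -0.60 without 53 and -0.58 without 60, past 1.5-fold. For both genes XXF and XXM levels lie close together, and so do XYF and XYM levels.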

*Kdm6a* is a direct sensor of oxygen and controls chromatin and cell fate (11). *Kdm5c* has recently been implicated in sex-specific differences in adiposity (12) and, interestingly, is expressed to a greater extent in female HUVECs compared with male (13). The complete list of DEGs in each genotype at different time points, as well as the X- and Y-chromosome–specific genes, is shown in Supplemental Table 2. 

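Over all tested genes the median log2 fold change of XY against XX mice was near 0 for both classes. In room air at P5 it was -0.0164 for X genes (95% bootstrap interval over genes -0.0251 to -0.0051) and 0.0044 for autosomal genes (0.0026 to 0.0062), with 56.01% and 48.18% of genes lower in XY. Under hyperoxia at P5 it was 0.0029 (-0.0199 to 0.0205) and 0.0106 (0.0079 to 0.0139). The X median was -0.0014 without animal 26, -0.0248 without animals 22 and 23 and -0.008 with RLE factors, all given for P5 O2 median log2 fold change XY over XX, X genes. At P21 in room air the medians were -0.0153 (-0.0312 to -0.003) and 0.0001 (-0.0025 to 0.003), where P21 RA median log2 fold change XY over XX, X genes turned to 0.0009 without animal 37. Autosomal medians turned as well, to -0.0021 without animal 15 (P5 RA median log2 fold change XY over XX, autosomal genes) and to between -0.0006 and -0.0037 without animal 34, 42, 43, 47 or 48 (P21 RA median log2 fold change XY over XX, autosomal genes). After hyperoxia at P21 the X median was -0.0407 (-0.0549 to -0.0278) and the autosomal one -0.0033. Genes are not replicates, and the SD of the X median between animals was 0.0122, 0.0261, 0.0161 and 0.0204 in the same order, so every X median lies within about 2 of these SDs.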

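Most X genes called higher in XY mice lie side by side. Gata1, called at P21 in room air, starts at 7959260, far from the others. Among 543 X genes tested at both ages, 9 neighbors between 167207093 and 169370003 on chromosome X had a log2 fold change above 0.3 in all 4 settings of age and treatment, and only 10 X genes in all did. In 100000 shuffles of gene order no run was as long, for a p of 1e-05, the smallest this test can give. Tlr7 changed by 1.11 (SE 0.12, adjusted p 7.82e-06) at P5 and 1.28 (SE 0.13, adjusted p 5.03e-06) at P21, Tlr8 by 1.08 and 1.03, Prps2 by 1.00 and 0.99, Msl3 by 0.95 and 0.90, Hccs by 0.93 and 0.96, Arhgap6 by 0.98 and 0.86, and Tmsb4x by 0.92 and 0.86. Gm15246 (1.17 and 1.45) and BC022960 (1.02 and 1.39) belong to the run but were not called at P5. A change of 1 is a doubling. With a minimum of 0.2 the run grew to 10 genes, with 0.5 it stayed at 9 and without the low-count filter it held 5. The segment's copy number was not analyzed here.

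**Figure D2:**
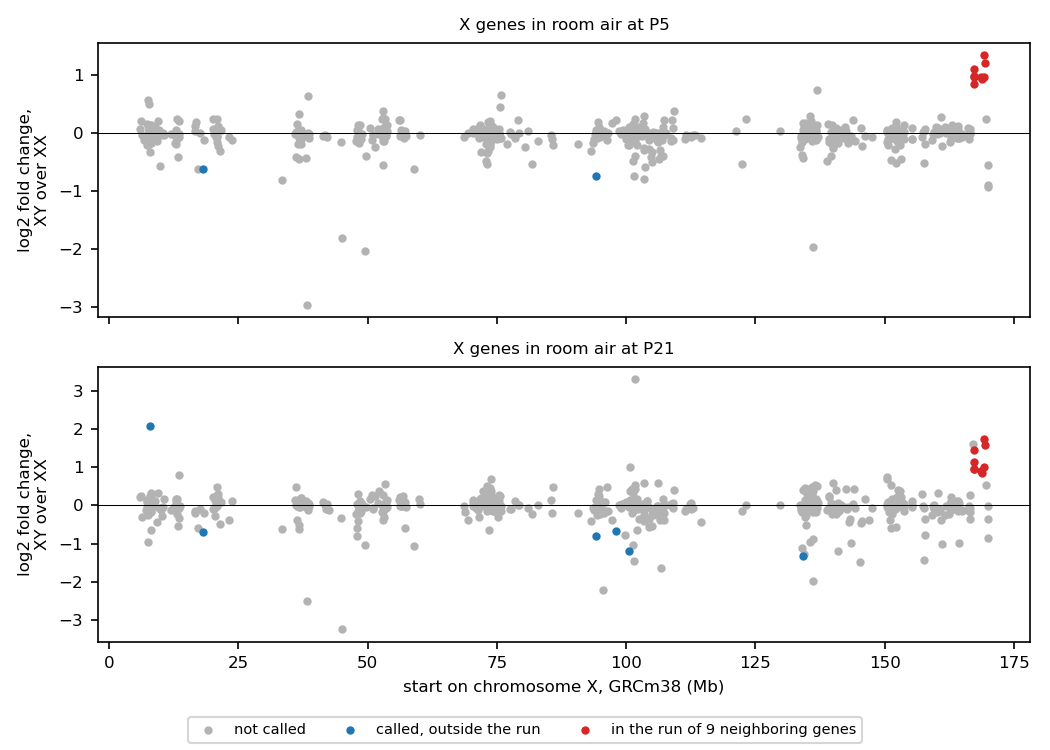
Log2 fold change of XY over XX mice in room air for X genes by start on the chromosome (GRCm38, Mb), at P5 and P21. Red, the run of 9 neighbors. Blue, other called genes. Grey, not called. Xist is left out.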

The comparison of gene expression between chromosomally male and chromosomally female mice stratified for X-chromosome–associated and autosomal genes on the 4 core genotypes mice under normoxic and hyperoxic conditions at P5 and 21 is shown in Supplemental Figure 1.

### Clustering of the FCG murine transcriptome responses based on chromosomal and gonadal patterns.

To compare signatures (DEGs) in our pulmonary murine models, we used transcriptome profiles of 578 healthy human adult lung samples compiled by the GTEx consortium, one of the largest-scale efforts to assess genotype/transcriptome relationships in phenotypically healthy individuals (14). We computed summed *Z*-scores for each human individual and each FCG signature and assessed intersignature correlations, as described in the Data Supplement. There is a clear separation between the P5 and the P21 hyperoxia signatures, as shown in Figure 5A. The acute response signatures at P5 show very strong correlation across all genotypes. Scatterplots presenting summed *Z*-scores at individual specimen level, irrespective of biological sex, for all pairs of P5 hyperoxia responses are shown in Supplemental Figure 2A. At P21, the hyperoxia responses in gonadal or chromosomal females XXF, XXM, and XYF cluster together, separately from the XYM genotype. This pattern persisted, despite separation of the human cohort into male and female samples, as shown in Supplemental Figure 2, B and C. Correlation of genotype summed *Z*-scores in room air at P5 show that signatures of comparisons between gonadal males and chromosomal males are highly correlated (Figure 5B). At P21, however, signatures of male chromosomes over female chromosomes are highly correlated, as are signatures of male gonadal sex over female gonadal sex with the same sex chromosomal complement (Figure 5C). Next, correlation between genotype transcriptomic footprint in hyperoxia at P5 indicated that all 3 signatures of male gonads over female gonads are highly correlated (Figure 5D). Finally, at P21 there was a striking distinction with signatures of gonadal and chromosomal males clustering together as opposed to gonadal and chromosomal females (Figure 5E). For another perspective of the gene expression changes, we employed pathway-based cluster analysis for transcriptomic footprints of hyperoxia exposure or of genotype differences in the FCG model. Gene Set Enrichment Analysis (GSEA) was utilized to determine enrichment of Gene Ontology (GO) Biological Process pathways. Each transcriptomic response was represented based only on the normalized enrichment scores (NES) of significantly enriched pathways (FDR < 0.25); then, hierarchical clustering was used to determine relationships between transcriptome responses. Pathway-based clustering of hyperoxia response across all FCG genotypes show clear clustering between the 2 time points P5 (end of saccular stage of lung development) and P21 (alveolar stage of lung development) (Figure 6A). Interestingly, while there are small differences according to sex variables in footprints at P5, there was a fairly striking interaction of sex chromosomes and gonads at P21. Similarly, pathway-based clustering of intergenotype differences (outlined in Figure 6B) in room air conditions also showed a clear separation of the time points, pointing toward a temporality in gene expression in the developing lung (Figure 6C). Enriched biological pathways in intergenotypes comparisons in hyperoxia show a disruption of the temporal patterns observed in room air (Figure 6D).

### Effect of chromosomal and gonadal sex on gene expression in the developing lung in response to hyperoxia exposure.

We wanted to elucidate the DEGs in response to hyperoxia exposure based on the chromosomal and gonadal sex (Figure 7). The genes in region A of Figure 7 depict the common DEGs between XXF and XYF (gonadal females), in region B depict the common DEGs between XXM and XYM (gonadal males), in region C include XXF and XXM (chromosomal female), and in region D include XYF and XYM (chromosomal male). These overlaps do not include the region E, which comprises the common subset of DEGs that were present in all the 4 genotypes (Figure 7A). Several interesting patterns emerge in this analysis. At P5, the gonadal males and the chromosomal males have the greatest number of DEGs. In addition, with the exception of the female gonadal response, which had 65.2% upregulated genes, all the other responses were composed predominantly of downregulated genes. 

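Each region holds the genes called in the same direction in both genotypes of a pair and not in all 4. At P5 region A (female gonads, XXF and XYF) held 66 genes, B (male gonads, XXM and XYM) 424, C (female chromosomes, XXF and XXM) 38 and D (male chromosomes, XYF and XYM) 309. P5 region A (XXF and XYF), genes numbered 32 without animal 2, 29 without 3 or 17, 31 without 18 and 38 without 29. P5 region B (XXM and XYM), genes numbered 269 without animal 25, 119 in fits of 6 animals and 310 without animals 22 and 23. P5 region C (XXF and XXM), genes numbered 21 without animal 2 or 17, 15 without 3 and 20 without 18, and P5 region D (XYF and XYM), genes numbered 182 without animal 13, 172 without 14 and 131 without 29. B and C include the XXM response, whose count depends on animals 22 and 23. Region sizes follow how many genes each response calls, and no test compares them here.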

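Of the 66 genes of region A, 39 rose and 27 fell, 59.09% up.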

In total, 76.5% of DEGs in the male gonadal response and 73.9% of DEGs in the female chromosomal response were downregulated. 

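Region B split into 138 up and 286 down, 67.45% down. In region C 21 genes rose and 17 fell, 44.74% down. P5 region C (XXF and XXM), genes were 10 up and 11 down without animal 2, 7 and 8 without 3, 17 and 17 without 5 and 9 and 12 without 17, 18 up and 26 down with no filter and 28 and 34 with 1 surrogate variable, so which part is larger depends on these choices.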

The male chromosomal response was more evenly distributed between up- and downregulated genes. 

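Region D held 102 genes up and 207 down, 66.99% down, a share close to that of region B.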

At P21, there was a predominant shift to mainly downregulated genes in all responses. In contrast, with the previous time point, the female gonadal and chromosomal response had the greatest number of DEGs. 

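At P21 only region C held genes, 6 up and 140 down, 95.89% down. For P21 region C (XXF and XXM), genes numbered 45 without animal 37, 70 without 40, 80 without 54 and 56 without 55.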

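Region A held 0 genes at P21 by edgeR because XYF mice had no calls, 183 at an unadjusted p under 0.05 with the 1.5-fold minimum, 15 by DESeq2 and 4 without animal 48. Region C held 146. Region D held 0 by edgeR, 154 at the unadjusted p and 1 by DESeq2.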

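In region B at P21 edgeR gave 0 genes in either direction, since XYM mice had none called, against 76 at an unadjusted p under 0.05 with the 1.5-fold minimum and 1 by DESeq2.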

There were no upregulated genes in the male gonadal response. A detailed report of the number of DEGs in each genotype and the overlap based on gonadal or chromosomal sex is shown in Supplemental Figure 4. 

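Overlap is taken as the genes called alike in both genotypes of a pair over the genes called in either. XYF and XYM mice at P5 shared 429 of 1140 genes, 37.63% (95% interval 34.87 to 40.48 over genes, which are not replicates). For P5 overlap XYF and XYM, percent values with 1 animal left out ran from 22.3 (animal 29) to 47.1 (animal 26).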

The overlap immediately after hyperoxia exposure was the highest between XYM and XYF mice, with 40% of DEGs being common. The overlap was the least in the chromosomal female (XXM and XXF) mice at 18% and was about 30% in gonadal females and males. This overlap decreased in most genotypes at P21, except in chromosomal females (XXM and XXF), where it increased to 24% from 18%. 

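The pair with XX chromosomes shared 158 of 2055 genes, 7.69% (6.61 to 8.92), the female gonadal pair 186 of 628, 29.62% (26.18 to 33.3), and the male gonadal pair 544 of 2424, 22.44% (20.83 to 24.15). P5 overlap XXF and XXM, percent values were 3.80 without animal 3, 4.92 without 17, 4.86 without 18 and 3.47 without 21 and 15.8 without 22 and 23, the animals with sparse libraries. P5 overlap XXM and XYM, percent values were 11.6 without animal 21 and 30.2 without both. P5 overlap XXF and XYF, percent values were 15.4 without animal 3, 18.1 without 17 and 18.5 without 18.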

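XXF and XXM mice at P21 shared 146 of 699 genes, 20.89% (18.04 to 24.06). P21 overlap XXF and XXM, percent values were 32.0 without animal 34, 7.58 without 37, 9.64 without 40, 12.9 without 54 and 9.27 without 55, 21.5 by DESeq2 and 0 in fits of 6 animals.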

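For the gonadal pairs at P21 edgeR called no gene in the XY partner, which fixes the overlap at 0 and leaves it unmeasured. P21 overlap XXF and XYF, percent was 1.83 by DESeq2 and 9.47 at an unadjusted p under 0.05 with the 1.5-fold minimum, where P21 overlap XXM and XYM, percent was 6.40. For XYF and XYM mice no gene was called in either, so no percentage can be formed.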

The overlap was least in gonadal males (between XYM and XXM) and was around 13% in gonadal females (XYF and XXF) and chromosomal males (XYM and XYF). 

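Region E held 120 genes at P5, 60 up and 60 down. For P5 region E (all 4), genes numbered 61 without animal 3 and 77 without 17 or 18. At P21 it held 0 by edgeR, 33 at an unadjusted p under 0.05 with the 1.5-fold minimum and 0 by DESeq2. Of the 233 common genes listed in Supplemental Table 2 for P5, 114 were called in all 4 genotypes here, 221 in at least 1 and 193 had an unadjusted p under 0.05 in edgeR in all 4. Their listed log2 fold changes share the sign of the fitted ones in 931 of 932 cases, with a median absolute difference of 0.0188. Of the 27 listed for P21, 0 were called in all 4, 18 in at least 1, and 8 had an unadjusted p under 0.05 in edgeR in all 4, with the same sign in 106 of 108 cases and a median difference of 0.0407.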

In the common hyperoxia response in region E, there were 233 DEGs at P5 (97 upregulated, 136 downregulated) and 27 DEGs at P21. A detailed list of these genes is included in Supplemental Table 2.

### Pathway analysis of DEGs.

To identify biological processes that were enriched in gene signatures of FCG mice after exposure to hyperoxia, we used the GO Biological Processes compendium. The number of enriched pathways and the overlap between gonadal and chromosomal sex is shown in Figure 8. At P5, the highest overlap was seen between mice with male gonads (XXM and XYM) and male chromosomes (XYM and XYF) with 27.7% overlap. At P21, however, the greatest overlap was seen between female gonads and female chromosomes, with 31.3% overlap. The other comparisons showed more common pathways at P21 compared with P5. The top 10 biological pathways enriched by gonadal or chromosomal sex are listed in Figure 9, along with their significance values and the number of included DEGs. At P5, cell division and cytoskeletal organization pathways were enriched in mice with female gonadal sex (XXF and XYF), while in mice with female chromosomal sex (XXM and XXF) and male gonadal sex (XYM and XXM), almost all enriched pathways were related to muscle cell development or differentiation. 

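The genes listed for each pathway in Supplemental Table 3 were chosen by the study on these same animals, so a count adjusted over the list alone is not independent evidence, and no enrichment was tested. The 15 cell division genes had median log2 fold changes of -0.80 (1 up, 8 down) in XXF and -0.73 (1 up, 11 down) in XYF mice. XXM mice had -0.46 (0 up, 0 down) and XYM mice -1.002 (1 up, 13 down). Adjusted over the list alone, 15 passed in XXF, 15 in XYF, 8 in XXM and 14 in XYM mice. The 11 cytoskeletal genes had 0.61 (6 up, 1 down) in XXF and 0.65 (7 up, 1 down) in XYF mice. XXM mice had 0.33 (3 up, 1 down) and XYM mice 0.48 (1 up, 2 down). Adjusted over the list alone, 9 passed in XXF, 9 in XYF, 7 in XXM and 9 in XYM mice. For muscle, the 19 differentiation genes of the XX region had -1.45 (0 up and 2 down, 7 when adjusted over the list alone) in XXF and -0.65 (1 up and 3 down, 4 when adjusted over the list alone) in XXM mice, and the 51 structure genes of the male gonadal region -0.78 (6 up and 20 down, 30 when adjusted over the list alone) in XXM and -0.97 (5 up and 19 down, 34 when adjusted over the list alone) in XYM mice. A separate list of skeletal muscle genes spread 9.27 times as widely within groups as all genes at P5, so muscle tissue in some samples remains open for these falls.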

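The 66 listed genes of circulatory system development had medians of -0.73 (14 up and 32 down, 54 when adjusted over the list alone) in XXM and -0.76 (12 up and 32 down, 54 when adjusted over the list alone) in XYM mice. In XXF and XYF mice they had -0.28 (1 up, 0 down) and -0.51 (4 up, 16 down). Adjusted over the list alone, 15 passed in XXF and 40 in XYF mice. In the P5 interactions edgeR called 0 genes of any kind, and DESeq2 4, 13 and 14, so a difference between genotypes is not shown for these genes by edgeR.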

Circulatory system development was one of the top pathways in XXM and XYM mice. In mice with male chromosomes (XYM and XYF), ion transport, cell motility, and biological adhesion were among the top enriched pathways.

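Of the genes counted for ion transport (76) and cell motility (71) the table lists 61 and 64. Ion transport had 0.58 (12 up and 15 down, 43 when adjusted over the list alone) in XYF and 0.59 (16 up and 22 down, 44 when adjusted over the list alone) in XYM mice. In each, 31 genes rose and 30 fell, so the median describes neither side. XXF and XXM mice had 0.07 (3 up, 1 down) and -0.04 (9 up, 13 down). Adjusted over the list alone, 16 passed in XXF and 33 in XXM mice. Cell motility had -0.66 (15 up, 23 down) in XYF and -0.73 (18 up, 28 down) in XYM mice. XXF mice had 0.04 (2 up, 1 down) and XXM mice -0.42 (13 up, 25 down). Adjusted over the list alone, 55 passed in XYF, 58 in XYM, 14 in XXF and 51 in XXM mice. The 66 adhesion genes had -0.68 (13 up, 23 down) in XYF and -0.76 (16 up, 30 down) in XYM mice. XXF mice had 0.02 (5 up, 1 down) and XXM mice -0.56 (10 up, 26 down). Adjusted over the list alone, 54 passed in XYF, 57 in XYM, 23 in XXF and 51 in XXM mice.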

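The 39 cell cycle genes listed for the female gonadal region changed at P21 by a median of -2.15 (1 up and 34 down, 36 when adjusted over the list alone) in XXF and -0.93 (0 up and 0 down, 35 when adjusted over the list alone) in XYF mice, beside -1.997 (0 up, 32 down) in XXM and -0.56 (0 up, 0 down) in XYM. The 67 listed of 106 counted for the female chromosomal region changed by -1.84 (0 up and 62 down, 65 when adjusted over the list alone) in XXF and -1.51 (0 up and 51 down, 64 when adjusted over the list alone) in XXM, beside -0.60 (0 up, 0 down) and -0.40 (0 up, 0 down) in XYF and XYM. A list of 97 cell cycle genes set without these data had medians of -1.12 in XXF (54 called down, adjusted p 0.00029 by fry), -0.94 in XXM (47 called down, 0.00367), -0.36 in XYF (0 called, 0.195) and -0.22 in XYM (0 called, 0.36). The response differed between XY and XX mice by a median of 0.74 (adjusted p 0.029 by fry). Mki67 shows the difference in room air. It stands at 115 ± 1.65 CPM (SD, n = 3) in XXF and 82.0 ± 44.4 in XXM mice, 38.1 ± 6.15 in XYF and 33.3 ± 4.61 in XYM, and after hyperoxia at 26.7 ± 5.02, 21.6 ± 3.10, 19.1 ± 2.16 and 18.4 ± 2.67. Room-air XXM animal 39 holds 30.7 CPM, like the XY mice. The clock gene Dbp read 4.33 to 7.82 CPM in room-air XX lungs 34, 35, 36, 37 and 40. In every other lung of P21 it read 16.4 or more. An hour of collection or a batch shared by those room-air XX lungs cannot be told apart from a change in the lung. The 3 most abundant members at P21 move less, with Tubb4b at 315 ± 37.3 before and 321 ± 19.4 after hyperoxia in XXF mice, Cbx5 at 134 ± 10.1 and 129.9 ± 9.35 and Tmpo at 126 ± 12.9 and 104 ± 6.37. Of the 97 genes 89 exceed 1 CPM in every group.

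**Figure D3:**
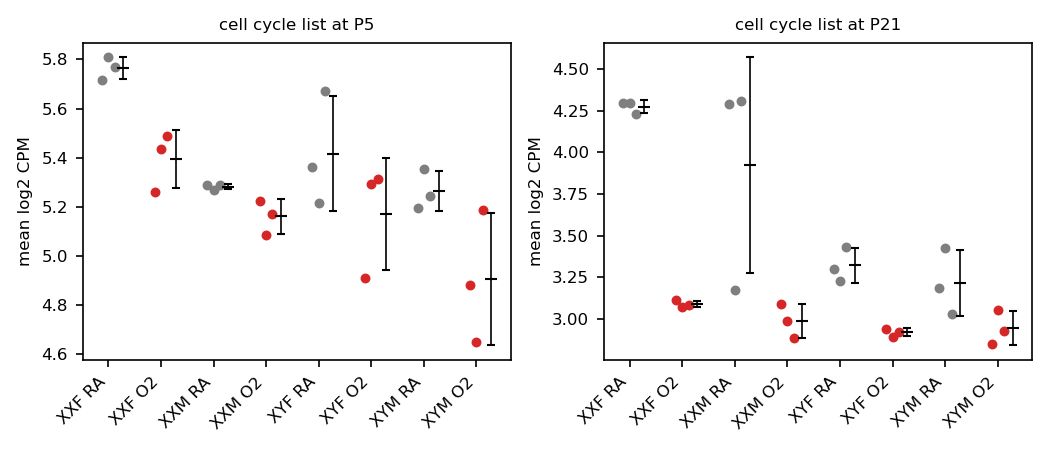
Mean log2 CPM of the 97 cell cycle genes in each lung, by genotype at P5 and P21. Grey, room air. Red, hyperoxia. Black bars, mean ± SD of 3 animals.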

At P21, mice with female gonadal sex (XYF and XXF) and female chromosomal sex (XXF and XXM) were both enriched in pathways related to cell cycle and cell division. Pathways related to muscle contraction and muscle morphogenesis were enriched in mice with male gonadal sex. 

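The 4 genes listed for cardiac muscle contraction changed by -2.15 (0 up, 1 down) in XXM and -1.49 (0 up, 0 down) in XYM mice. XXF mice had -0.19 (0 up, 0 down) and XYF mice -1.998 (0 up, 0 down). Adjusted over the list alone, 4 passed in XXM, 3 in XYM, 0 in XXF and 4 in XYF mice. The 14 tested genes of a separate list of 15 for cardiac muscle had medians of -0.23 in XXF, -2.92 in XXM (7 called down), -2.62 in XYF and -1.49 in XYM mice, with an adjusted p by fry of 0.478, 0.000909, 0.000894 and 0.0711. Among its most abundant members, Myh6 ranges in room-air XXM lungs from 49.7 to 238 CPM and in exposed ones from 10.1 to 23.3. Heart tissue in the samples remains open.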

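The 19 immune genes listed for the male chromosomal region had medians of -0.72 (0 up and 0 down, 3 when adjusted over the list alone) in XYF and -0.75 (0 up and 0 down, 1 when adjusted over the list alone) in XYM mice, beside 0.12 (0 up, 1 down) in XXF and 0.28 (0 up, 0 down) in XXM. By edgeR 0 of them were called in the XY mice, where no gene was.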

Interestingly, in mice with male chromosomal sex, immune response–related pathways predominated. Gene lists related to enriched pathways for all these comparisons are shown in Supplemental Table 3.

We further focused on pathways related to immune/inflammatory processes or lung development in this model (Supplemental Figure 3). As far as immune and inflammatory pathways are concerned, they were enriched in XXF mice at P5 and in XXM mice at P21 (Figure E3B). 

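The study's own sheet scores 105 immune sets, with 70 positive and 0 negative in XXF mice at P5, 25 and 2 in XXM, 38 and 2 in XYF and 22 and 9 in XYM, where counts are the paper's. Marker genes set apart from it were tested by camera and fry. In XXF, XXM, XYF and XYM order the medians at P5 were 0.85, 0.04, 0.79 and 0.46 for the 10 neutrophil genes tested out of 12, -0.33, 0.12, 0.27 and 0.44 for 18 interferon genes, 0.34, -0.31, -0.62 and -0.67 for 10 T cell genes and 0.41, 0.14, -0.14 and -0.66 for 10 B cell genes. Past an adjusted p of 0.05 by both tests were neutrophil genes in XXF (0.0145 by fry) and XYF (0.0173) and interferon genes in XYM (0.0187). S100a9 rose from 57.5 ± 9.20 CPM (SD, n = 3) to 112 ± 31.7 in XXF mice, and S100a8 from 41.04 ± 8.29 to 92.1 ± 31.3. Above 1 CPM in every group at P5 are 10 of the neutrophil, 17 of the interferon, 5 of the T cell and 10 of the B cell genes. Of the 112 pairs of list and response camera passed 54 and fry 16, all 16 by both.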

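At P21 the study's sheet gives 0 positive and 73 negative immune sets in XXF, 30 and 1 in XXM, 1 and 61 in XYF and 0 and 77 in XYM mice, again the paper's counts. Medians of the marker lists in the same order were 0.49, 1.10, -0.75 and -1.23 for the 11 neutrophil genes tested, -0.62, -0.28, -0.18 and -0.29 for interferon genes, -0.51, 0.48, 0.24 and -0.25 for T cell genes and -0.38, 0.59, -0.55 and -0.61 for B cell genes. Only the fall of interferon genes in XXF mice passed both tests (6 called down, adjusted p 0.00407 by fry). The XXM medians are positive for 3 of the 4 lists, without passing fry. In XXM mice S100a9 went from 28.5 ± 11.9 CPM (SD, n = 3) to 103 ± 73.9, Bst2 from 107 ± 26.6 to 86.3 ± 3.99, Lck from 6.66 ± 0.949 to 7.91 ± 2.09 and Ighm from 163 ± 15.4 to 259 ± 78.8.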

Interestingly, at P21, the XXM mice have unique enrichment of these pathways compared with the other 3 genotypes. Many of these pathways are related to the innate immune response and inflammatory response to antigenic stimulus. Lung alveolus and epithelium development is enriched in XXF mice at P5. At P21, XYF mice show greater enrichment of lung development–related pathways compared with the other 3 genotypes. Details of these pathways are provided in Supplemental Table 3.

### Independent quantitative PCR validation.

A subset of highly expressed differentially expressed genes were validated in an independent cohort of neonatal mice (Figure 10). 

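Among called genes with at least 1 CPM on average whose 3 exposed animals all lie beyond the 3 room-air animals, the largest rise and fall are as follows. At P5 in XXF mice Wfdc17 rose by 2.69 (SE 0.47, adjusted p 0.00171) and Cyp1a1 changed by -4.59 (SE 0.90, adjusted p 0.00415). In XXM mice Serpina3n rose by 2.92 (SE 0.65, adjusted p 0.00311) and Prokr2 fell furthest. In XYF mice Cxcl5 rose by 2.84 (SE 0.65, adjusted p 0.00693), and Prokr2 again fell furthest. In XYM mice Serpina3n rose by 3.87 (SE 0.65, adjusted p 3.27e-04) and Myh8, a skeletal muscle gene, changed by -8.94 (SE 2.89, adjusted p 0.0410). At P21 in XXF mice Ucp1, a gene of brown fat, rose by 9.36 (SE 1.61, adjusted p 0.00195) and Pimreg changed by -3.45 (SE 0.54, adjusted p 0.00110). In XXM mice Stfa1 rose by 3.69 (SE 0.80, adjusted p 0.0189) and Pvalb, of skeletal muscle, changed by -10.16 (SE 2.01, adjusted p 0.0104). No gene qualified in XYF or XYM mice. Cxcl5, P5 hyperoxia response XYF, log2 fold change was 2.61 without animal 14 and 2.25 without 29, short of the threshold. Myh8, P5 hyperoxia response XYM, log2 fold change was -7.93 without animal 10, -8.94 without 11, -9.00 without 25, -8.40 without 26 and -9.44 without 27, short of the threshold. Stfa1, P21 hyperoxia response XXM, log2 fold change was 3.63 without animal 37, 3.17 without 40 and 3.02 without 53, short of the threshold. Pvalb, P21 hyperoxia response XXM, log2 fold change was -6.15 without animal 37, -9.91 without 53, -11.40 without 54 and -9.75 without 55, short of the threshold. Without the sparse animals 22 and 23, Serpina3n, P5 hyperoxia response XXM, log2 fold change was 2.19 and not called. Myh8 averages 118 ± 117 CPM (SD, n = 3) in room air and 0.309 ± 0.286 under hyperoxia in XYM mice.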

The genes were selected based on the highest differential expression, either based on gonadal sex or chromosomal sex at either time point. The fold change of the selected genes in the RNA-Seq experiment are shown in Figure 10A, and the changes in the quantitative PCR (qPCR) experiments are shown in Figure 10B (P5) and Figure 10C (P21). The results and the known relevant biological significance are shown in Table 1. The detailed report of 3-way ANOVA is shown in Supplemental Table 1. Good correlation was seen for the validated genes between the RNA-Seq and the qPCR results. For these selected genes, we also evaluated the cell-specific expression using publicly available neonatal lung single-cell expression database (LungMAP) in Figure 10D. 

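Flt3 changed by 1.99 (SE 0.50, adjusted p 0.0244) in XXF, 1.48 (SE 0.43, adjusted p 0.0181) in XXM, -0.06 (SE 0.44, adjusted p 0.973) in XYF and -0.71 (SE 0.46, adjusted p 0.356) in XYM mice. Levels went from 0.673 ± 0.0500 CPM (SD, n = 3) to 2.67 ± 0.756 in XXF and from 1.49 ± 0.0773 to 4.07 ± 2.73 in XXM mice. Flt3, P5 hyperoxia response XXF, log2 fold change was 2.03 without animal 1, 1.91 without 2, 2.02 without 3, 1.75 without 17 and 2.07 without 18. Flt3, P5 hyperoxia response XXM, log2 fold change was 1.44 without animal 6 and 0.92 without 23. Flt3, P5 hyperoxia response XYF, log2 fold change was 0.05 without animal 13 and 0.22 without 29. Without the sparse libraries 22 and 23 the XXM value was 0.03.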

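Prokr2 fell from 5.35 ± 0.0940 CPM (SD, n = 3) to 0.136 ± 0.235 in XXM, from 2.89 ± 2.02 to 0.278 ± 0.0653 in XYF and from 3.23 ± 0.669 to 0.172 ± 0.256 in XYM mice, and went from 0.964 ± 0.991 to 0.331 ± 0.203 in XXF mice. Adjusted p was 0.604 in XXF, 0.000437 in XXM, 0.0135 in XYF and 0.00157 in XYM mice. XXM animals 22 and 23 read 0, and their libraries miss many genes. Prokr2, P5 hyperoxia response XYF, log2 fold change was -3.17 without animal 13, -2.92 without 14, -3.37 without 29 and -3.16 without 31. These XYF values miss the threshold. At P5 edgeR called 0 genes of any kind in the interactions, so a difference between genotypes is not shown for either gene.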

At P5, we validated *Flt3* (FMS-like tyrosine kinase 3) and *Prokr2* (prokineticin receptor 2). *Flt3* has the highest expression in myeloid cells and lymphocytes, and *Prokr2* has the highest expression in myofibroblasts in the murine lung at P7. 

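Hamp changed by -0.41 (SE 0.68, adjusted p 0.811) in XXF, -2.19 (SE 0.77, adjusted p 0.219) in XXM, -1.69 (SE 0.70, adjusted p 0.421) in XYF and -2.29 (SE 0.73, adjusted p 0.441) in XYM mice. Hamp, P21 hyperoxia response XXF, log2 fold change was -2.40 without animal 49 and 0.24 without 51. Peg3 changed by 1.31 (SE 0.31, adjusted p 0.0213) in XXF, 0.68 (SE 0.31, adjusted p 0.428) in XXM, 0.99 (SE 0.31, adjusted p 0.280) in XYF and 0.57 (SE 0.31, adjusted p 0.633) in XYM mice. Peg3, P21 hyperoxia response XXF, log2 fold change was 1.31 without animal 34, 1.25 without 35, 1.38 without 36, 1.32 without 51 and 0.99 without 52. Hamp in the exposed XXF lungs read 3.14 CPM in animal 49, 0.111 CPM in animal 51 and 0.547 CPM in animal 52, so animal 49 sets its XXF value. Peg3 was called in XXF mice alone, and no interaction was called for it.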

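Zbtb16 changed by 3.26 (SE 1.12, adjusted p 0.112) in XXF, 0.52 (SE 1.01, adjusted p 0.931) in XXM, -0.35 (SE 0.98, adjusted p 0.950) in XYF and -0.47 (SE 1.00, adjusted p 0.930) in XYM mice. Zbtb16, P21 hyperoxia response XXM, log2 fold change was -0.64 without animal 55. Zbtb16, P21 hyperoxia response XYF, log2 fold change was 0.12 without animal 61. Zbtb16, P21 hyperoxia response XYM, log2 fold change was 0.13 without animal 42 and 0.02 without 59. Hif3a changed by 2.33 (SE 0.69, adjusted p 0.0602) in XXF, 0.77 (SE 0.68, adjusted p 0.778) in XXM, 0.36 (SE 0.62, adjusted p 0.910) in XYF and 0.36 (SE 0.64, adjusted p 0.911) in XYM mice. Hif3a, P21 hyperoxia response XXF, log2 fold change was 2.62 without animal 49. Hif3a, P21 hyperoxia response XXM, log2 fold change was -0.09 without animal 55. Hif3a, P21 hyperoxia response XYF, log2 fold change was -0.10 without animal 64. Hif3a, P21 hyperoxia response XYM, log2 fold change was -0.30 without animal 60. Neither was called by edgeR, while DESeq2 and a fit of 6 animals passed both in XXF mice. Room-air XXM animal 39 stands high, with 109 CPM of Zbtb16 and 23.4 of Hif3a, and P21 hyperoxia response XXM for Zbtb16 was 2.96 without it.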

At P21, we validated *Hamp* (hepcidin antimicrobial peptide), *Peg 3* (paternally expressed 3), *Zbtb16* (zinc finger and BTB domain containing 16), and *Hif-3*α. At the cellular level, Hamp has the highest expression in vascular endothelial cells, *Hif-3*α in the distal epithelium and the lymphocytes, *Peg 3* in matrix fibroblasts, and *Zbtb16* in endothelial cells and lymphocytes at P28 in the LungMAP data set. In addition, we validated genes related to inflammation/immune-related pathways including *Tlr7, Nr1d1* (nuclear receptor subfamily 1 group D member 1), *Alox15* (arachidonate 15-lipoxygenase), *Hk3* (hexokinase 3), *Rsad2* (radical s-adenosyl methionine domain containing 2), and *Ltf* (lactotransferrin) at P21. 

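Tlr7 changed by -0.88 (SE 0.27, adjusted p 0.0678) in XXF, 0.28 (SE 0.27, adjusted p 0.809) in XXM, -0.66 (SE 0.25, adjusted p 0.376) in XYF and -0.67 (SE 0.25, adjusted p 0.514) in XYM mice. Tlr7, P21 hyperoxia response XXM, log2 fold change was -0.07 without animal 53. Nr1d1 changed by 1.24 (SE 0.51, adjusted p 0.202) in XXF, -0.06 (SE 0.50, adjusted p 0.988) in XXM, -0.94 (SE 0.50, adjusted p 0.557) in XYF and -0.81 (SE 0.50, adjusted p 0.686) in XYM mice. Nr1d1, P21 hyperoxia response XXM, log2 fold change was 1.38 without animal 39, 0.00 without 53 and 0.05 without 55. Alox15 changed by 0.88 (SE 0.63, adjusted p 0.505) in XXF, -0.58 (SE 0.69, adjusted p 0.857) in XXM, -1.34 (SE 0.66, adjusted p 0.502) in XYF and -0.88 (SE 0.64, adjusted p 0.739) in XYM mice. Alox15, P21 hyperoxia response XXM, log2 fold change was 0.58 without animal 37. By edgeR 0 of these 3 genes were called, while in XXF mice Tlr7 passed by DESeq2 and in a fit of 6 animals and Nr1d1 in a fit of 6 animals. Tlr7 lies in the X segment that reads higher in XY mice: in room air it stands at 9.56 ± 0.0750 CPM (SD, n = 3) in XXF, 6.92 ± 1.51 in XXM, 22.3 ± 5.01 in XYF and 22.6 ± 3.62 in XYM mice. Nr1d1 follows the time of day, and hours of collection are not given in the sources used here.

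**Figure D4:**
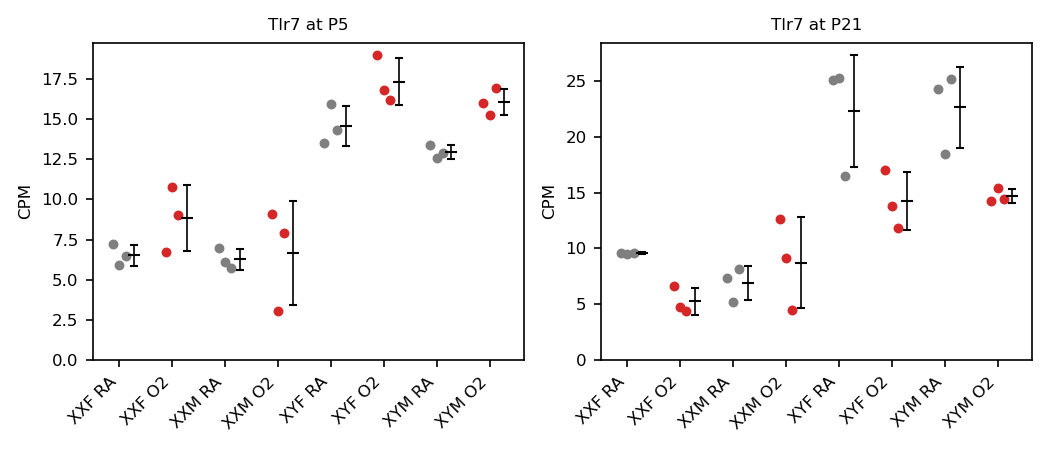
Tlr7 in each of the 48 lungs, in CPM by genotype at P5 and P21. Grey, room air. Red, hyperoxia. Black bars, mean ± SD of 3 animals.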

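Hk3 changed by -0.72 (SE 0.34, adjusted p 0.284) in XXF, 0.04 (SE 0.36, adjusted p 0.99) in XXM, -0.59 (SE 0.34, adjusted p 0.587) in XYF and -1.14 (SE 0.34, adjusted p 0.419) in XYM mice. Hk3, P21 hyperoxia response XXM, log2 fold change was -0.20 without animal 39, -0.10 without 53 and -0.15 without 54. Rsad2 changed by 0.01 (SE 0.37, adjusted p 0.992) in XXF, 0.35 (SE 0.38, adjusted p 0.832) in XXM, -1.79 (SE 0.37, adjusted p 0.0942) in XYF and -1.01 (SE 0.37, adjusted p 0.497) in XYM mice. Rsad2, P21 hyperoxia response XXF, log2 fold change was -0.02 without animal 34 and -0.56 without 49. Rsad2, P21 hyperoxia response XYF, log2 fold change was -2.08 without animal 48. Ltf changed by 1.84 (SE 0.74, adjusted p 0.187) in XXF, -1.17 (SE 0.78, adjusted p 0.648) in XXM, -1.70 (SE 0.75, adjusted p 0.452) in XYF and -0.79 (SE 0.73, adjusted p 0.809) in XYM mice. Ltf, P21 hyperoxia response XXF, log2 fold change was -0.25 without animal 49. Again 0 were called by edgeR, although Rsad2 in XYF mice passed by DESeq2.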

The summary of the genes and their known biological relevance is highlighted in the Data Supplement (Supplemental Table 1).

### Murine hyperoxia gene expression response associates with BPD blood transcriptomes.

A benefit of compiling transcriptomes in human clinical cohorts with rich clinical data is enabling a statistical evaluation of the association between individual gene signatures and clinical variables. We obtained blood transcriptome from a cohort of human newborns (15) evaluated for development of BPD, and we specifically analyzed the human transcriptomes at P28. We evaluated the distribution of summed *Z*-scores for the hyperoxia gene signatures from all our murine models at P21, over 4 clinical variables — gestational age, birth weight, BPD status, and oxygen requirement at 28 days — and we also stratified the human samples by sex. Interestingly, we saw striking patterns between murine hyperoxia signatures at P21 (Figure 11, A and B). The XXF and XXM chromosomal female signatures were correlated with birth weight in the male blood samples (Supplemental Figure 5). However, the chromosomal or gonadal female (XXF, XXM, and XYF) gene signatures were positively associated with birth weight and were anticorrelated with BPD and oxygen therapy at 28 days from the gene signatures from female patients. We next defined biological pathways that were upregulated in the human BPD patients at P28 but were suppressed after hyperoxia exposure in lungs of feminized mice and either induced or not differentially modulated in XYM mice at P21 (Figure 11C). Interestingly pathways related to keratinization and muscle contraction were among the top significantly enriched pathways that showed this pattern of modulation.

## Discussion

In this study, we show — for the first time to our knowledge — the impact of chromosomal sex and gonadal sex on neonatal hyperoxic lung injury and repair in mice. Chromosomal sex and interaction between chromosomal sex and treatment had a significant effect on both alveolarization and pulmonary vascular development in hyperoxia-exposed neonatal mice. Gonadal sex had a minor effect, as evidenced by a significant 3-way interaction between gonadal sex, chromosomal sex, and hyperoxia for lung development (Figure 2, E and F). XXM and XXF were protected against hyperoxic lung injury compared with neonatal mice with XYM and XYF. We also report the changes in the lung transcriptome and the distinct enriched biological pathways that program the lung recovery after early life injury.

The sexual dimorphism in neonatal outcomes has been highlighted in many clinical and basic science publications. The developing fetus is exposed to gonadal hormones during organogenesis, and many previous publications have reported on the deleterious effects of androgens on the developing lung (16). Conversely, the female sex hormones estrogen and progesterone are thought to have a protective effect (17, 18). However, after the immediate postnatal period, the developing lung is not exposed to high levels of circulating sex hormones; hence, hormone-independent effects could also underlie the sexual dimorphism seen in the neonatal lung. The FCG mouse model enables the separation of 2 main factors that underlie sex differences in disease pathophysiology: the sex chromosome complement (XX versus XY) and the gonadal hormones. Using this model enabled us to compare XX and XY mice that were exposed to a comparable hormonal environment (19). Itoh et al. showed that multiple copies of the *Sry* transgene are present in the FCG mice on chromosome 3 and that these mice do not show evidence of being exposed to different androgen levels prenatally (20). There were also no differences in postnatal gonadal hormonal levels between mice with a similar gonadal makeup (21).

The FCG model has been used to answer the question of whether a full understanding of the gonadal hormones or the sex chromosomal complement is required to understand sexual dimorphism in many diseases and processes, including autoimmune diseases, stroke, neurobehavioral derangements, nociception, and drug abuse (19, 21). Interestingly, in gonadectomized FCG mice, XY mice — irrespective of gonadal sex — developed less severe hypoxia-induced pulmonary hypertension than XX mice (22). In viral infections, the sex chromosomal complement played a role in the pathogenesis and outcomes associated with coxsackievirus B3 infections but not with influenza A (23).

Indices of alveolarization and pulmonary vascular development were impaired to a greater extent in hyperoxia-exposed XYM and XYF mice compared with similarly exposed XXM and XXF mice. This led us to speculate that either Y-chromosome–specific genes were increasing susceptibility or that genes that were expressed to a higher extent in XXM and XXF mice due to incomplete X-inactivation (X-escapees) were providing protection against hyperoxic lung injury. The increased overlap in chromosomally female mice at P21, when most other genotypes diverged, points to a greater modulating effect of the female chromosomal sex on gene expression after early hyperoxia exposure.

The biological pathways that were enriched by male or female gonadal or chromosomal sex were distinct at P5 and P21. Since sex chromosomal effects were significant in the lung phenotype at P21, a closer examination of the enriched biological pathways by chromosomal sex could identify new molecular targets for pharmaco-chemical intervention. The enrichment of cell-cycle–related pathways in XX mice and immune-related pathways in XY mice at P21 may dictate the recovery response of these lungs following early hyperoxia exposure. The gene signatures in the hyperoxia-exposed murine lungs in XXF, XXM, and XYF mice were anticorrelated with the BPD signature of human female preterm babies. This was not observed with the XYM mouse lung with either the male or the female human gene expression. This further leads us to speculate that the feminized lung modulates biological pathways that protect against hyperoxia-mediated lung injury.

There are limitations to this study. The use of 95% FiO_2_ during P1–P4 (saccular stage of lung development) is high. The main reason to restrict the hyperoxia exposure to the first 4 postnatal days was to restrict the hyperoxia exposure during the saccular stage of lung development in mice (24). This corresponds to 26–36 weeks in human lung development (25). The diagnosis of BPD is made in human preterm neonates at 36 weeks of after menstrual age based on their level of respiratory support (26). For these reasons, we chose to limit the hyperoxia exposure to the saccular stage of lung development for this manuscript. Prolonging the hyperoxia exposure to 14 days would correlate with human patients receiving hyperoxia throughout their first year of life and beyond. Our previous publications (27, 28), as well as publications from other labs (29–32), have shown the long-term effects on the developing lung after hyperoxia exposure during the saccular stage of lung development. However, the use of high FiO_2_ may replicate the clinical course of babies with severe lung disease who need higher FiO_2_ and are at greatest risk to develop severe BPD. We used MLI and RAC as morphometric indices to describe the changes in the lung parenchyma. There are limitations to these indices for their use in quantitative morphology of the lung, and they have been expanded on previously (33, 34). The use of F4/80 immunostaining for quantitation of lung macrophages does not distinguish between resident alveolar and recruited macrophages and is expressed on other cells such as eosinophils (35). Whole lung RNA-Seq prevents the elucidation of cell-specific expression of DEGs. However, we attempted to speculate the cell-specific role of the selected DEGs based on the LungMAP database. Even though we showed that the chromosomal sex and not the gonadal sex had a profound effect on the injured neonatal lung during recovery, the protective effect of the double dose of the X chromosome versus the deleterious effect of the Y chromosome still needs to be clarified. Interestingly, in our study, none of the Y-chromosome genes were differentially modulated by hyperoxia exposure, leading us to speculate that the attenuation of the lung injury in the XXF and XXM mice may be mediated through genes on the X chromosome. An X-chromosome gene that escapes X-inactivation may be protective in the chromosomal female mice. Cell-specific expression of genes localized on the X chromosome will provide further insight. Species-related differences in X-inactivation also need to be taken into account. In humans, more X-chromosome–linked genes escape inactivation compared with mice (36). The correlation between human blood samples and mouse lung samples is not ideal, but these findings may point to pathways that are altered systemically (including the lung) that play a role in disease pathogenesis and vary by biological sex.

In conclusion, using the FCG model to delineate the contribution of chromosomal sex versus gonadal sex in neonatal hyperoxic lung injury should be considered an important but preliminary step toward identifying the mechanisms behind sex-specific differences in BPD. Depending on the sex chromosome complement, the effect of gonadal hormones might vary. Our future directions will focus on identifying the specific genes on the X chromosome that could be mediating the protective effect in chromosomal females and to identify their expression patterns in the lung and mechanisms of action.

## Methods

### Animals.

FCG mice were obtained from the Jackson Laboratory (stock no. 010905) and bred according to the protocol. When a WT XXF female is bread with the XYM male (both on C57BL/6J background), the pups belong to any one of the 4 genotypes (XXM, XYM, XXF, and XYF). Mice were genotyped by genomic PCR to detect the Y chromosome, *Sry*, and a control autosomal gene, as described (7).

### Mouse model of BPD.

The FCG mouse pups were exposed to hyperoxia (95% O_2_), as described previously, to replicate the arrest of lung development as seen in human neonates with BPD (3, 37). Pups were euthanized on P5 (immediately after hyperoxia exposure) or P21 (after recovery in room air; during alveolar phase of lung development) (Figure 1). Evaluation of lung morphometry (MLI and RAC), lung vascular development (IHC for vWF), and lung macrophage quantitation (IHC for F4/80) was performed at P21 as previously described (3). The detailed protocol is included in Data Supplement.

### Analysis of the whole lung transcriptome.

RNA-Seq analysis was performed on the whole lung mRNA to analyze differences in the pulmonary transcriptome among the FCG mice at the 2 time points: P5 (end of saccular stage of lung development) and P21 (alveolar stage of lung development), as shown in Figure 1. Sex of the animals was ascertained using genotyping for the *Sry* (sex-determining region Y) gene. Figure 1 also shows the RNA-Seq signal (defined as FPKM) for *Uty* (a Y-chromosome–specific gene), *Xist* (an X-chromosome–specific gene expressed only when more than 1 X chromosome is present), and *Sry* in representative samples for each of the experimental groups submitted for RNA-Seq analysis. 

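At P5 in room air Xist read 1219 ± 55.9 CPM (SD, n = 3) in XXF and 1066 ± 10.2 in XXM mice, and under hyperoxia 1217 ± 45.6 and 1154 ± 273. Group means in XY mice were 0.99 to 2.26 CPM at P5 and 0.54 to 0.99 at P21, and XX means at P21 569 to 633. Sry had 0 counts in every animal with ovaries. In animals with testes it ranged from 0, in animal 5, to 5.48 CPM, so its absence from a library does not settle the gonads of an animal. In single lungs Xist runs from 317 to 1439 CPM in XX and from 0.352 to 2.901 in XY mice, with no lung on the wrong side of its label.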

The detailed methodology for the RNA-Seq analysis is included in the Data Supplement. The data set has been deposited in NCBI GEO (GSE162853).

### Validation of RNA-Seq data.

qPCR analysis was conducted on lung mRNA from an independent cohort of FCG neonatal mice to validate the results of the RNA-Seq analysis. The genes chosen and the primer information is included in the Data Supplement. The expression of these genes at the cellular level was predicted using the LungMAP database (38, 39).

### Human transcriptomic data mining.

Transcriptomes for healthy adult whole lung from the GTEx consortium were downloaded from the GTEx data portal. Blood transcriptome data from newborns was downloaded from NCBI GEO (accession no. GSE32472) (15). The human transcriptome data mining and analysis is described in detail in the Data Supplement.

### Statistics.

Data analysis for lung morphometry, pulmonary vascular development, and gene expression validation was done using GraphPad Prism, version 9. Three-way ANOVA was used to assess the effect of gonadal sex, chromosomal sex, and treatment, as well as the interaction between the 3 independent variables. Comparison between individual groups was performed using Sidak’s multiple-comparison test. The number of biological replicates is specified for each experiment. *P* < 0.05 was considered statistically significant.

### Study approval.

All studies were conducted at Baylor College of Medicine under the purview of the IACUC (protocol no. AN-6474). Experiments were performed in accordance with the highest contemporary standards as per the IACUC protocols.

## Author contributions

Conception of projects and study design was contributed by KL. Conducting of experiments, data analysis, and interpretation were contributed by KL, CC, SLG, and APA. XD, YZ, and AFC contributed in the conduct of experiments, data analysis, and interpretation. BM contributed to data analysis, interpretation, and writing and editing of the manuscupt. All authors contributed to drafting the manuscript and intellectual contribution.

## Supplementary Material

Supplemental data

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

## Figures and Tables

**Figure 1:**
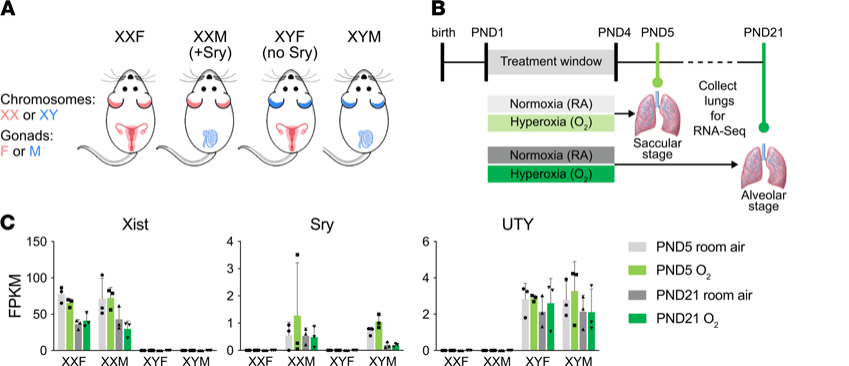
The FCG mouse model, neonatal hyperoxia exposure, and whole lung RNA-Seq experimental model. (**A**) Mice from the FCG model. XXF (chromosomally and gonadally female), XXM (chromosomally female, gonadally male), XYF (chromosomally male, gonadally female), and XYM (chromosomally and gonadal male) were exposed to hyperoxia (95% FiO_2_ from P1–P4) during the saccular stage of lung development and euthanized on P5 and P21. (**B**) Whole lung mRNA was subjected to RNA-Seq analysis (*n =* 3/group). (**C**) Genotyping was confirmed by the FPKM levels for *Uty, Sry*, and *Xist*. Data are shown as mean ± SD.

**Figure 2:**
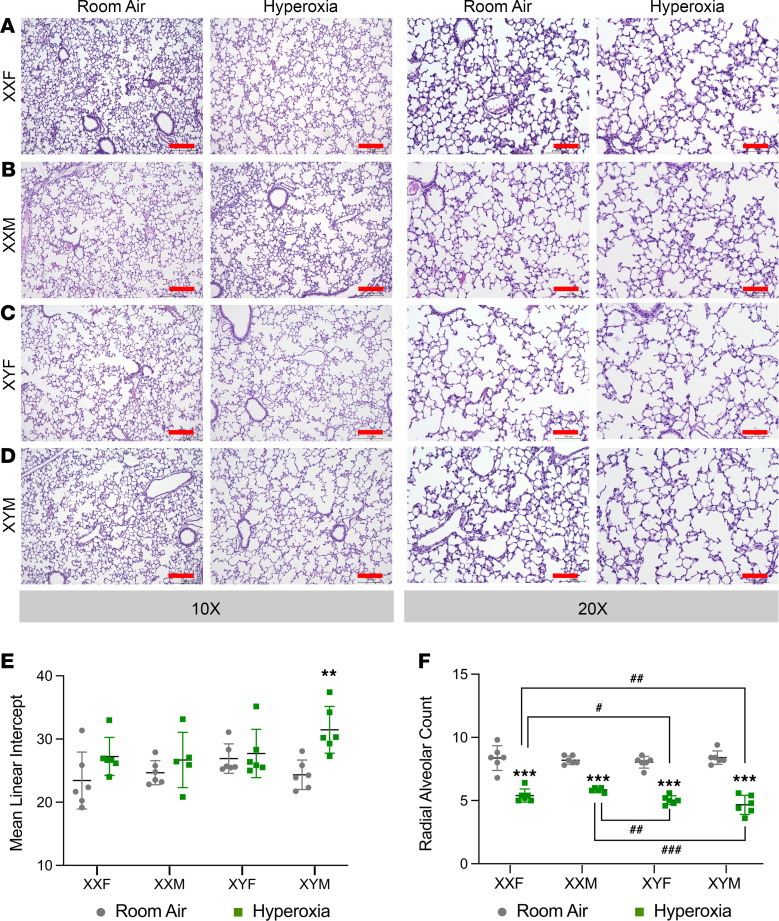
Chromosomal sex but not gonadal sex had a significant impact on alveolarization after neonatal hyperoxia exposure in mice. (**A**–**D**) Representative H&E-stained sections from male and female neonatal mice exposed to room air or hyperoxia (95% FiO_2_, P1–P4) at ×10 and ×20 magnification in XXF (**A**), XXM (**B**), XYF (**C**), and XYM (**D**) mice. Lung morphometry in neonatal FCG mice (*n =* 5–6 mice per group) exposed to hyperoxia (95% FiO_2_, P1–P4) was assessed using mean linear intercept (MLI) and radial alveolar count (RAC). (**E**) MLI in FCG neonatal mice exposed to room air or hyperoxia on P21. (**F**) RAC in FCG neonatal mice exposed to room air or hyperoxia on P21. Data are shown as mean ± SD from 5–6 individual animals. Statistical analysis was performed using 3-way ANOVA to assess the effect of treatment, chromosomal sex and gonadal sex, as well as the interactions between the independent variables. Significant differences between room air and hyperoxia within genotype are indicated by ***P <0.001. Significant differences between hyperoxia-exposed mice between different genotypes are indicated by ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001. Scale bars: 200 μm (×10) or 100 μm (×20).

**Figure 3:**
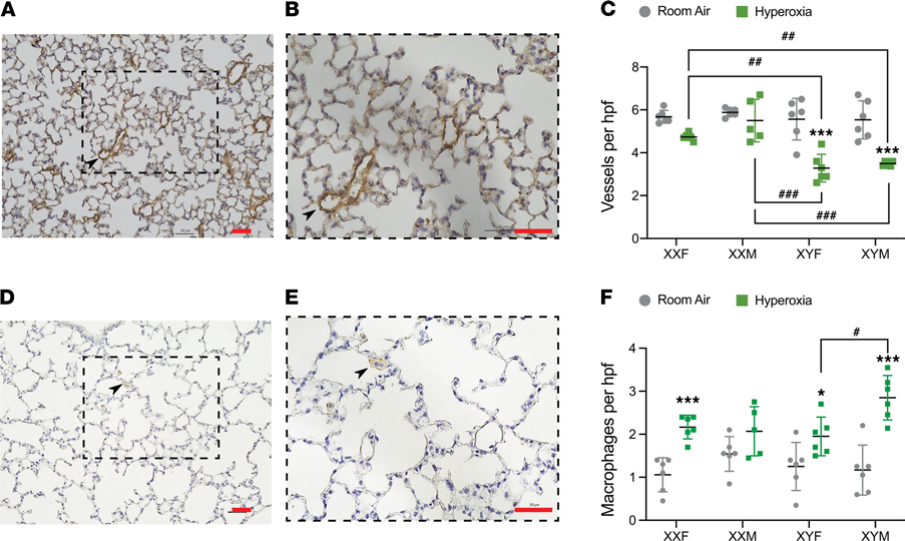
Arrest in angiogenesis and lung macrophages after hyperoxia exposure is differentially impacted by chromosomal and gonadal sex in neonatal mice. IHC and quantitation of pulmonary microvessels was done by immunostaining for endothelial-specific vWF (*n =* 5–6 mice per group) in room air or hyperoxia (95% FiO_2_, P1–P4) in XXF, XXM, XYF, and XYM mice at P21. (**A** and **B**) Representative stained sections at ×20 (**A**) and ×40 magnification (**B**). Arrows point to brown-staining vessels. (**C**) Quantitative analyses showing number of vessels per high-power field (×20) in lungs of FCG neonatal mice. IHC and quantitation of macrophages was done by immunostaining for F4/80 (*n =* 5–6 mice per group) in room air or hyperoxia (95% FiO_2_, P1–P4) in XXF, XXM, XYF, and XYM mice at P21. (**D** and **E**) Representative stained sections at ×20 (**D**) and ×40 magnification (**E**). Arrows point to brown-staining macrophages. (**F**) Quantitative analyses showing number of macrophages per high-power field (×20) in lungs of FCG neonatal mice. Data are shown as mean ± SD from 5–6 individual animals. Statistical analysis was performed using 3-way ANOVA to assess the effect of treatment, chromosomal sex, and gonadal sex, as well as the interactions between the independent variables. Significant differences between room air and hyperoxia within genotype are indicated by *P <0.05 and ***P <0.001. Significant differences between hyperoxia-exposed mice between different genotypes are indicated by ^##^*P* < 0.01 and ^###^*P* < 0.001. Scale bars: 50 μm.

**Figure 4:**
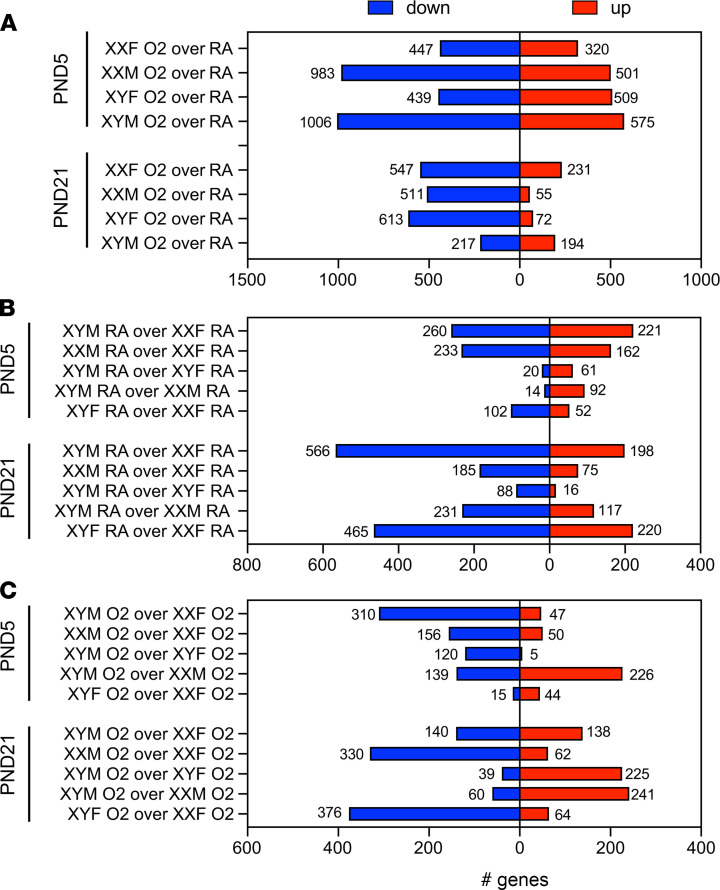
Transcriptomic analysis of FCG mice shows a robust and genotype-specific response to neonatal hyperoxia exposure. The total number of up- and downregulated differentially expressed genes (DEGs). (**A**–**C**) The hyperoxia response in each genotype is shown in **A**, while differences between the genotypes in normoxia and under hyperoxic conditions are shown in **C** and **B**, respectively.

**Figure 5:**
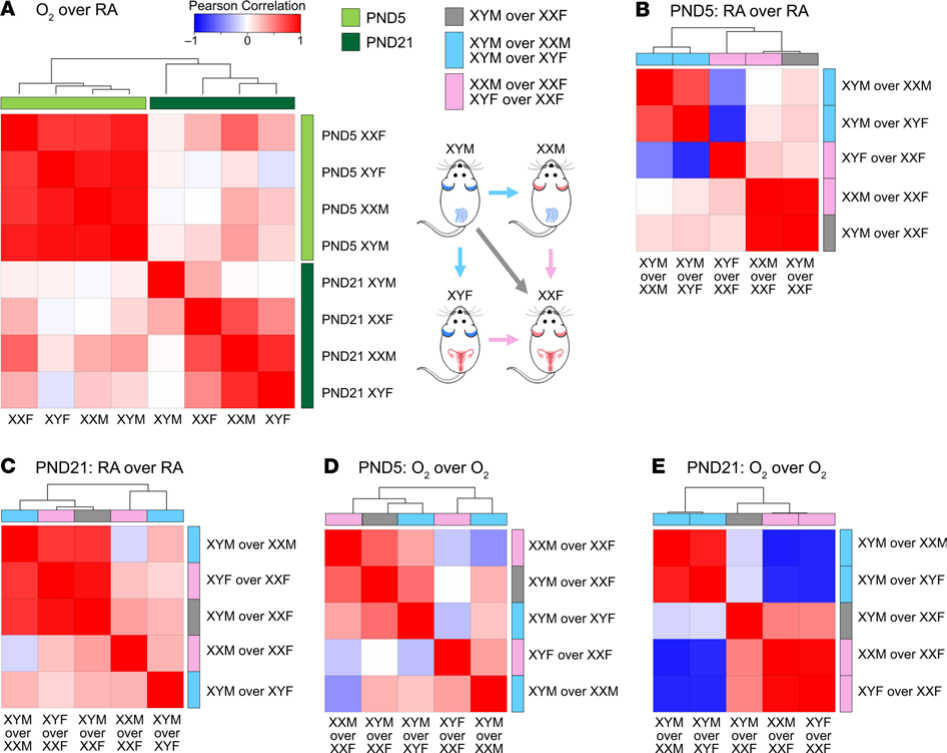
Gene expression signatures in the FCG murine neonatal lungs show striking correlation patterns superimposed on the human lung transcriptome. To compare signatures (differentially expressed genes; DEGs) in our pulmonary murine models, we used transcriptome profiles of 578 healthy human adult lung samples compiled by the GTEx consortium to assess genotype/transcriptome relationships in phenotypically healthy individuals. We computed summed *Z*-scores for each human individual and each FCG signature and assessed intersignature correlations. (**A**) There is a clear separation between the P5 and the P21 hyperoxia signatures. The acute response signatures at P5 show very strong correlation across all genotypes. At P21, the hyperoxia responses in gonadal or chromosomal females XXF, XXM, and XYF cluster together, apart from the response in the chromosomal and gonadal male XYM genotype. (**B**–**E**) Correlation between genotype summed *Z*-scores are shown in room air at P5 (**B**) and P21 (**C**), and hyperoxia at P5 (**D**) and P21 (**E**).

**Figure 6:**
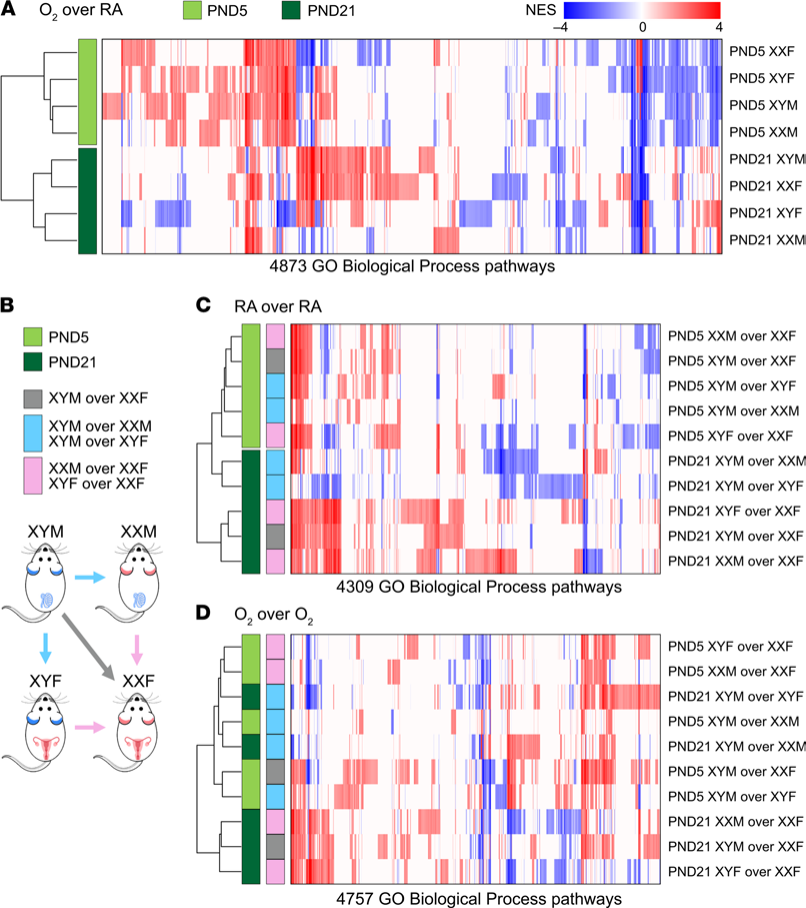
Pathway-based cluster analysis for transcriptomic footprints of hyperoxia exposure or of genotype differences in the FCG mouse model. Gene Set Enrichment Analysis (GSEA) was used to quantify enrichment of GO Biological Process pathways. Hierarchical clustering and heatmaps were generated for the transcriptomic footprints using the significant normalized enrichment scores (NES). (**A**) Pathway-based clustering of response to hyperoxia across all genotypes show striking and distinct clustering between the P5 and P21 responses. (**B**) Overview of intergenotype comparisons. (**C**) Pathway-based clustering of intergenotype differences under room air conditions also show robust clustering with the time points. (**D**) Hierarchical clustering of enriched biological pathways under hyperoxia of intergenotype comparisons does not show clustering with respect to post-natal day.

**Figure 7:**
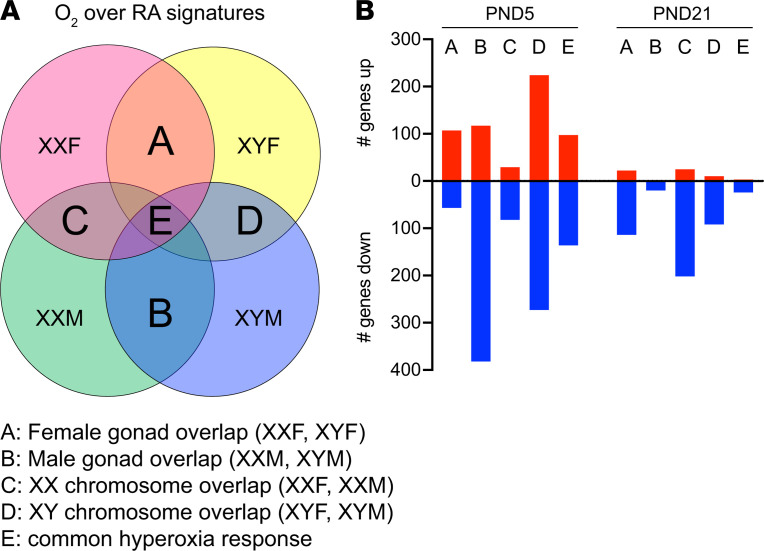
Distribution and overlap of gene signatures in the FCG mouse model based on the gonadal and chromosomal sex. (**A**) The 4-way Venn diagram shows the schematic used to discern the number of genes (up- and downregulated) based on female gonadal response (area A; common genes between XXF and XYF), male gonadal response (area B; common genes between XXM and XYM), female chromosomal response (area C; common genes between XXF and XXM), and male chromosomal response (area D; common genes between XYF and XYM). Area E (which represents the common differentially expressed genes [DEGs] across all the genotypes) was not included for the groups above. (**B**) The adjoining graph provides the number of genes from each of these groups.

**Figure 8:**
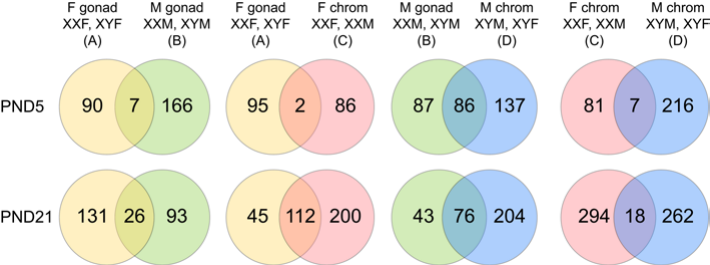
Distribution and overlap of biological pathways based on the gonadal and chromosomal sex in the FCG mouse model. Analysis of enriched pathway from the Gene Ontology Biological Processes compendium in DEGs and the overlap based on the gonadal or chromosomal sex at P5 and P21. The number of biological pathways are specified within the Venn diagrams.

**Figure 9:**
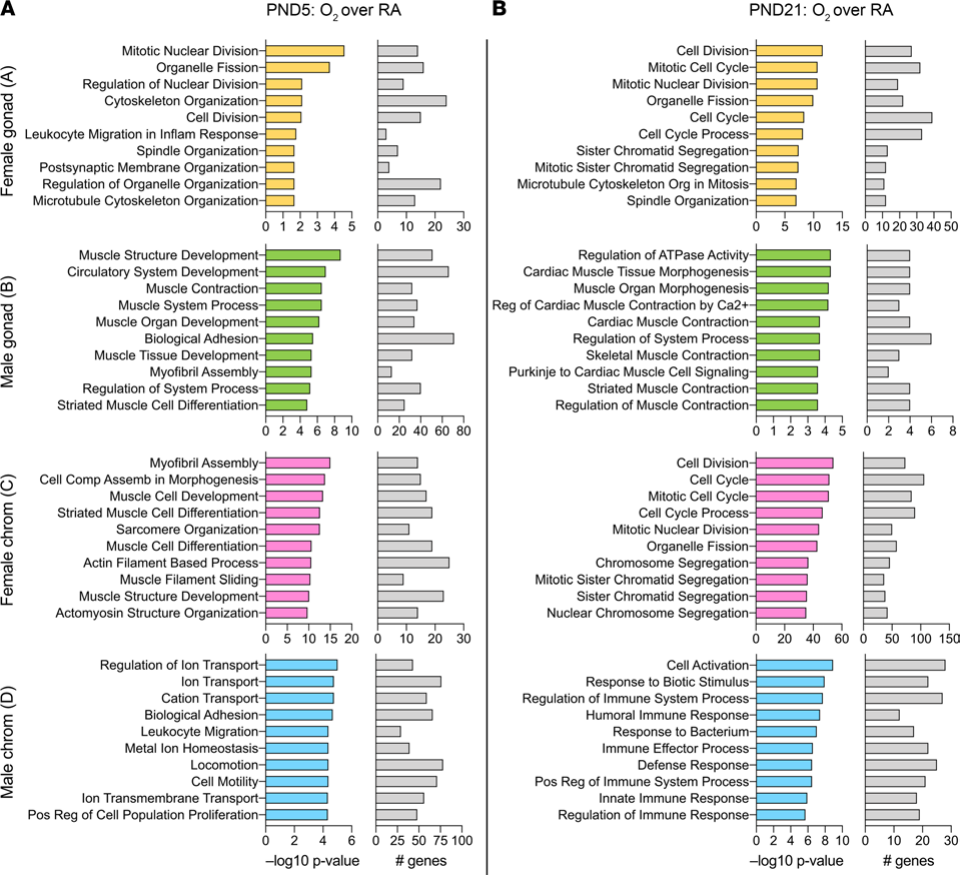
Enriched biological pathways are distinct based on the gonadal or chromosomal sex in the FCG mouse model at P5 and P21 after hyperoxia exposure. (**A** and **B**) The top 10 Gene Ontology Biological Process pathways enriched in mice with female gonads (area A; XXF and XYF), male gonads (area B; XXM and XYM), female chromosomes (area C; XXF and XXM), and male chromosomes (area D; XYM and XYF) are shown. The significance of enriched pathways as –log_10_ (*P* value) and the number of included DEGs in the pathways are depicted.

**Figure 10:**
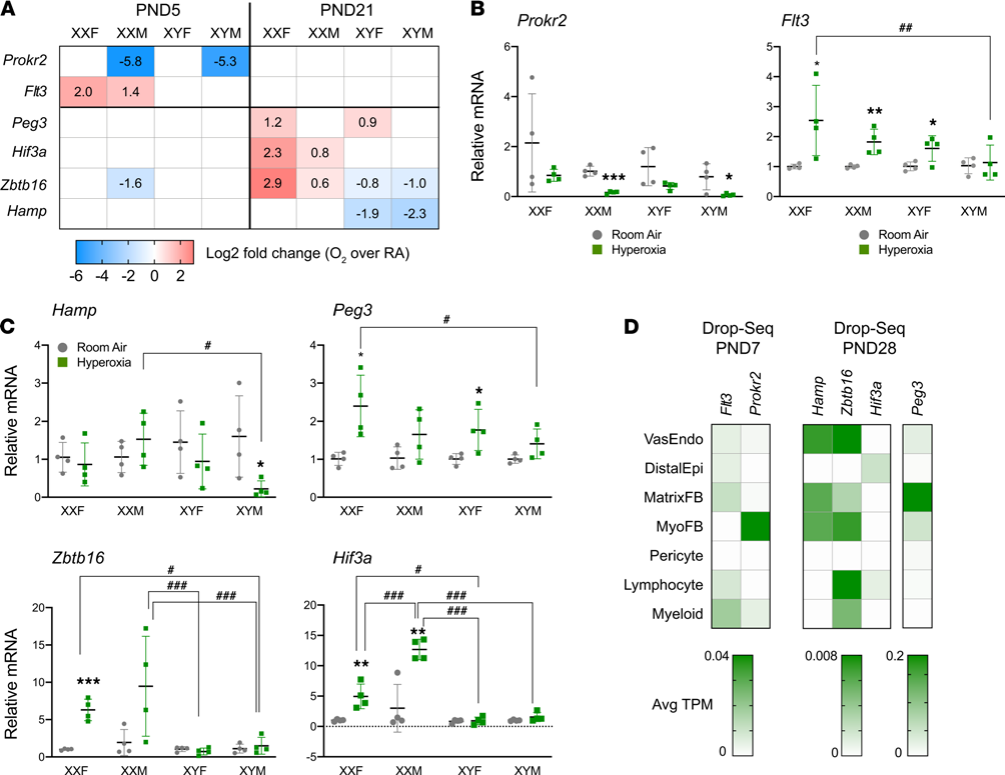
Independent validation of RNA-Seq results for selected genes with qPCR and cell-specific expression in neonatal mice. A subset of highly expressed differentially expressed genes were validated in an independent cohort of FCG neonatal mice. (**A**–**C**) The fold change of the selected genes in the RNA-Seq experiment are shown in **A**, and the changes in the qPCR experiments are shown for DEGs at P5 (*Flt3* and *Prokr2*) (**B**) and for DEGs at P21 (*Hamp, Peg3, Zbtb16 and Hif-3*α) (**C**). Data are shown as mean ± SD from 4 individual animals. Analysis done by 3-way ANOVA to assess the effect of treatment, chromosomal sex, and gonadal sex, as well as the interactions between the independent variables. Significant differences between room air and hyperoxia within genotype are indicated by *P < 0.05, **P < 0.01, and ***P <0.001. Significant differences between hyperoxia-exposed mice between different genotypes are indicated by ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001. (**D**) For these selected genes, we also evaluated the expression in publicly available neonatal lung single-cell expression database (LungMAP).

**Figure 11:**
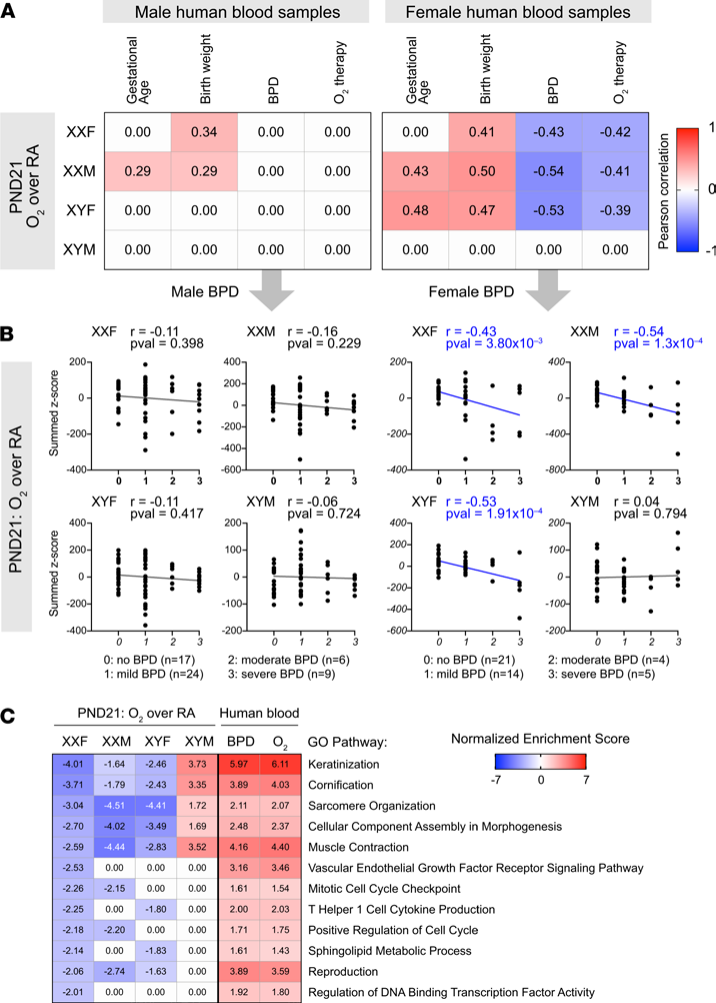
Murine hyperoxia signatures associate with blood transcriptomes in human newborns at risk of BPD. Blood transcriptome at P28 from a cohort of human newborns evaluated for development of BPD was obtained. (**A**) The distribution of summed *Z*-scores for hyperoxia gene signatures from all our murine models, at P21, was evaluated against 4 clinical variables: gestational age, birth weight, BPD status, and need for oxygen at 28 days of postnatal age. (**B**) Pearson correlation coefficient is shown for significant correlation (*P <* 0.05). Distribution of summed *Z*-scores for hyperoxia signatures in murine models at P21 are shown in the human newborn blood samples collected at P28, stratified by biological sex and by BPD status (no BPD, mild, moderate and severe). Association was evaluated using the parametric Pearson correlation, with the Pearson correlation coefficient (*r*) and *P* values indicated. (**C**) Selected Gene Ontology pathways and their normalized enrichment scores induced in the blood transcriptome of BPD patients at P28, while suppressed after hyperoxia exposure in lungs of feminized mice and either induced or not differentially modulated in XYM mice at P21, are shown in the heatmap.

**Table 1:**
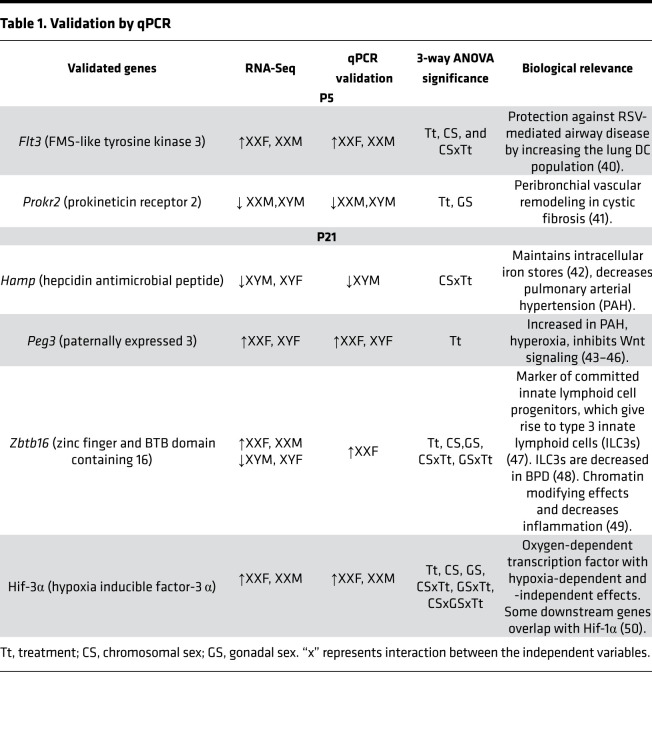
Validation by qPCR

How the deposited data were processed for this re-analysis (not part of the article)

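Whole-lung RNA of 48 FCG mice was analyzed, 3 animals in each of 16 groups of age, genotype and treatment. Mice breathed 95% oxygen or room air, and lungs were collected at the 2 ages that the paper names P5 and P21. The authors sequenced oligo-dT enriched, stranded libraries as 2 × 76 bp pairs and counted reads on genes with featureCounts, by the name under which the counts were deposited. The values used here are these raw counts as deposited by the authors, whole numbers without normalization. The aligner, its version, the genome build, the strand setting and the annotation release are not given in the sources used here. Symbols and positions of genes were taken from GENCODE on GRCm38 through the identifiers. Of 52550 genes 52403 were found and 147 were not, with 0.0082% of counts. In 27 cases a symbol had been turned into a date, and 179 entries share a symbol, so identifiers were used throughout. All 48 columns were matched to a label. The column of animal 34 names another age than its title, and the title was followed.

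Counts per animal run from 6008291 to 56798952. Each age was fitted on its own, with 24 animals, 8 group means and 16 residual degrees of freedom, using edgeR 4.0.16 (filterByExpr by group, TMM, quasi-likelihood F test) in R 4.3.3. P-values were adjusted over the tested genes by the Benjamini-Hochberg method, at 17677 genes for P5 and 17937 for P21. A gene is called at an adjusted p under 0.05 and at least a 1.5-fold change, and the same minimum applies to differences of log2 fold changes. The prior degrees of freedom were 6.02 and 4.34. Contrasts were hyperoxia against room air in each genotype, the 5 genotype comparisons of Fig. 4 in each treatment, XY against XX and gonadal males against females averaged over the other factors, and the differences of the hyperoxia response between these, with the 3-way term. Tests are two-sided. The same steps were tested on simulated counts in which 200 genes were changed.

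Regions follow the areas of Fig. 7, with the added rule that a gene is called in the same direction in both genotypes. Overlaps are the genes called alike in both genotypes over those called in either, a formula chosen here because the sources used here give none. Neither carries a test. Medians of X and autosomal genes carry 95% intervals from 10000 bootstrap draws over genes. The run of X genes was compared with 100000 shuffles of gene order. Lists of marker genes (14, for cell types, muscle, liver, blood, clock phases, cell cycle and stress) were written in advance and tested with camera and fry of limma 3.58.1 at an inter-gene correlation of 0.01. A list of 13 adipose genes was added after the 3-way calls were seen and leaves out the called genes. Genes of pathways are those given in Supplemental Table 3, which the study chose on the same animals. Of Supplemental Table 2, 1998 of 4974 lines were used here.

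Genes are named by a rule set in advance. They are the genes that the paper names from its RNA-Seq, the largest rise and fall in each hyperoxia response among called genes with at least 1 CPM and no overlap between exposed and room-air animals, the 3 X genes with the largest rise in XXF or XXM mice, X genes called between XY and XX mice at both ages, the 3 interaction genes with the smallest adjusted p, the 3 most abundant genes of each reported list, and members of the X run. Values printed in the paper had been seen when the rule was set.

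Alternatives were DESeq2 1.42.0, RLE factors, no filter beyond 1 count, no fold-change minimum, an unadjusted p, 1 surrogate variable (sva 3.50.0), fits of the 6 animals compared, and each animal left out in turn. Animals were also regrouped, with up to 100 splits for each contrast. To compare libraries at 1 depth, counts were thinned to 6008291 with a fixed seed. To weigh thymus tissue at P21, the cell cycle level of each lung was fitted by least squares on its group and its thymocyte level. Mean levels of marker lists were compared by least squares as well. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Tissue morphometry, qPCR, human cohorts and gene set enrichment by the study's own sets were not analyzed here. The names of the X genes called higher in XX mice in room air at P21 are not reported here.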

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

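All tests named below as written after the results were seen are tests, not predictions. Written before were those for thymus tissue, by whether thymocyte genes move with the cell cycle genes, and for muscle tissue. Those for glucocorticoids, for time of day and for an X segment were written before as well.

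Among X genes, a signal outside the paper's analysis is a run of 9 neighbors that read about 2 times higher in XY than in XX mice at both ages and in both treatments. An explanation written beforehand, a segment of X carried in a second copy by XY mice, has the values it needs: the run holds 9 genes, its neighbors Egfl6 and Mid1 lie outside it or at its edge, and 100000 shuffles give a p of 1e-05 for a run this long. A response to sex chromosomes gene by gene is hard to square with such a border. Genomic copy number was not measured, so a second copy is a hypothesis. It would touch every comparison of XY with XX mice that rests on Tlr7, Tlr8, Prps2, Hccs, Msl3, Arhgap6 or Tmsb4x.

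The response to hyperoxia at P21 differs between XY and XX mice in 11 genes and in the 3-way term in 9, both differences between groups. For the 11 genes 7 of 100 regroupings of the same animals gave as many or more, and for the 9 genes 4 did. Both counts include the real grouping. Another regrouping gave 183 for the 3-way term. Regrouping swaps XX and XY animals, so it also removes the difference between them that does not depend on treatment. It thus excludes chance for neither count. The 9 are mostly adipose genes. A list of other adipose genes moves with them by a median 3-way term of 3.223 (fry, adjusted p 0.0353), so adipose tissue on some of the lungs is a candidate explanation that has the values it needs. Ucp1 reads 208 CPM in animal 49, 144 in 39, 67.3 in 51 and 52.02 in 37, and 16.8 or less in the other lungs of that age. It is higher in all 3 exposed than in all 3 room-air XXF animals and lower in all 3 exposed than in all 3 room-air XXM animals, so an effect that follows the groups stays open. Whether fat was left on at dissection or lies in the lung stays open too, and no biological explanation was tested.

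The cell cycle list differs by 0.739 in its P21 response between XY and XX mice (fry, adjusted p 0.029). Room-air XX lungs stand high and all exposed lungs low. Depth is argued against, since differences of -1.02 or lower remain in both XX genotypes at 1 depth. In XXM mice thymocyte genes rise by 1.296 while the cell cycle falls, but not past fry (adjusted p 0.413). In XYF and XYM mice they change by -0.775 and -1.032, along with the cell cycle and not past fry either. Of 8 thymocyte genes 6 were tested, and 0 exceed 1 CPM in every group. The list therefore does not decide on thymus tissue in these 3 genotypes. In XXF mice thymocyte genes change with the cell cycle by -1.347, but thymus tissue is argued against as the whole cause there. With the thymocyte level of each lung held, the cell cycle level differs by -1.232 (95% interval -1.706 to -0.7572, 24 animals of P21). It differs by -1.215 without animal 39 and by -1.163 in the 6 XXF animals alone. Younger lungs among the room-air XX animals cannot be told apart from a change in the lung, with those animals at a median of 0.115 on an axis from P21 (0) to P5 (1) and room-air XY animals at -0.031 to 0.027. Against it, exposed XXF lungs lie at 0.088 to 0.162 with cell cycle levels of 3.073 to 3.11 in mean log2 CPM, where room-air XXF lungs have 4.232 to 4.299. Exposure itself may move lungs on this axis, which keeps the question open. An hour of collection or a batch shared by 5 of the 6 room-air XX lungs cannot be told apart from a change in the lung either. Over the 12 room-air lungs of P21 the cell cycle level and that of genes in phase with Dbp correlate at -0.863. Animals 34, 35, 36, 37 and 40, with high cell cycle levels, have Dbp-phase levels of 4.186 to 4.538 and Arntl-phase levels of 4.904 to 5.11, and the other lungs of that age at least 5.281 and at most 4.443. XXM animal 39 lies with those others in all 3. Within groups the slope on the Dbp-phase level is -0.405 (SE 0.0885) and without animal 39 0.205 (SE 0.116), so it rests on that lung.

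The erythroid list differs by -2.34 in its P21 response between XY and XX mice (fry, adjusted p 0.029), with medians of 0.87 in XXF, 0.46 in XXM, -1.92 in XYF and -0.98 in XYM. Its genes vary together from lung to lung (median correlation 0.635), so blood left in the tissue and a change in red cell precursors cannot be told apart.

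The interferon list differs by 0.475 in its P5 response between XY and XX mice (fry, adjusted p 0.029). Sparse libraries 22 and 23 are argued against as the whole cause, since the mean level of the list differs in its response by 0.564 without them (95% interval 0.2 to 0.927) and by 0.637 with them. The list changes by -0.332 in XXF mice, which is not past fry (adjusted p 0.231). Room-air XXF lungs have levels of 3.592 to 3.966 and XYF animal 15 has 3.939, where the other room-air lungs of P5 have 3.372 to 3.554, so a difference between room-air lungs apart from the groups stays open. At P21 the same list is higher in XY mice by 0.446, a signal in genes that the paper does not discuss for XY against XX mice (fry, adjusted p 0.00566, 4 genes called). Depth is argued against, since 0.294 or more remains at 1 depth. Whether the higher levels of Tlr7 and Tlr8 drive it cannot be told apart from another effect of the sex chromosomes, since both read higher in XY than in XX mice at that age.

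The cardiac muscle list has a 3-way term of 2.695 at P21 (fry, adjusted p 0.029). Its genes spread 3.9 times as widely within groups as all genes do, which has the values that heart tissue in some samples needs. No biological explanation was tested.

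T cell genes are lower in gonadal males than females at P5 and P21 (median log2 fold changes -0.586 and -1.314, adjusted p 0.0148 and 4.88e-05 by fry), a signal in genes that the paper does not discuss. At P21 9 of 10 were called, among 49 genes in all, and the mean log2 CPM of the list in single lungs is 2.184 to 3.639 in mice with ovaries and 1.287 to 2.187 in mice with testes. Less blood or lymphoid tissue is argued against as the whole cause by B cell genes, which do not fall along at P21. Their median is 0.286 (fry, adjusted p 0.432), and their mean level differs by 0.345 (95% interval -0.179 to 0.87) where that of T cell genes differs by -1.22 (-1.51 to -0.932). At 1 depth in room-air XX mice males less females is -0.253 for B cell genes and -1.825 for T cell genes. Depth is argued against at P21, with -0.867 or lower at 1 depth in each of the 4 pairs. At P5 the pairs differ at 1 depth by -0.185 in room-air XX, -1.537 in exposed XX, -0.822 in room-air XY and -0.713 in exposed XY mice. Thymus tissue is argued against as the whole cause at P21 by exposed XY mice, where thymocyte genes differ by -0.066 and T cell genes by -1.275. In room-air XX mice thymocyte genes differ by -2.446 as well, in exposed XX mice by -0.791 and in room-air XY mice by -0.391. Over all lungs of P21 their median is -0.69 (fry, adjusted p 0.00566). Thymus tissue may thus add to the T cell difference outside exposed XY mice. Fewer T cells in lungs of gonadal males is a biological hypothesis, and testes cannot be separated from the Sry transgene in this design.

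Targets of p53 rise after hyperoxia at P5 in all genotypes, by 0.537 in XXF, 0.57 in XXM, 0.595 in XYF and 0.645 in XYM mice (adjusted p 2.9e-04, 3.4e-04, 8.22e-05 and 8.22e-05 by fry), a signal in genes that the paper does not discuss. Depth is argued against, since at 1 depth the smallest of the 4 rises is 0.618. A DNA damage response to oxygen would be a biological hypothesis, for which no further test was run.

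Liver genes are the last signal in genes that the paper does not discuss, with 9 of the list called up in XXF mice at P21 and a median of 6.34. Alb reads 3390 CPM in exposed animal 51, and without 51 none of the 9 is called, which has the values that liver tissue in that sample needs. Of the 224 genes called up in XXF mice at P21, 45 read over 4 times higher in 51 than in its companions.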

How the results depend on the processing

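Each result was computed under alternatives chosen before the data were examined, apart from leaving out animals 22 and 23 together and from fry for the interactions, which were added later. Over all alternatives 3979 values were compared with the chosen fit. Of these 3191 stayed on their side of the threshold within their spread or within 1.5 times the count, 575 moved further, 130 lost and 51 gained a call, and 32 changed sign. No paired analysis was made, since the labels number every animal once and record no litter or pair. Values from the chosen fit stand in brackets. Y genes called under an alternative were all called in XXM mice, which carry no Y chromosome, so they show no response of Y genes.

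With DESeq2 in place of edgeR, 179 of 221 values stayed, 36 moved, 1 lost and 5 gained a call and 0 changed sign. In the simulated XXF hyperoxia comparison DESeq2 made 15 false calls at P5 and 10 at P21, where edgeR made 5 and 4. Whether this accounts for the larger counts by DESeq2 was not tested. It gave 215 (133) for P5 hyperoxia response XXF, called down, 150 (28) for P5 XYM over XXF in RA, called and 63 (0) for P5 XXM over XXF in RA, called. It also gave 5 (0) for P5 XYM over XYF in RA, called, 19 (11) for P5 XYF over XXF in RA, called and 80 (24) for P5 XYM over XXF in O2, called. Further values were 588 (9) for P5 XXM over XXF in O2, called, 4 (0) for P5 XYM over XYF in O2, called and 954 (375) for P5 XYM over XXM in O2, called. There were 20 (12) for P5 XYF over XXF in O2, called, 42 (19) for P5 XY over XX, called and 70 (10) for P5 M over F, called. Others were 4 (0) for P5 hyperoxia response XY minus XX, called, 13 (0) for P5 hyperoxia response M minus F, called and 14 (0) for P5 3-way interaction, called. Then came 20.8 (22.4) for P5 overlap XXM and XYM, percent, 28 (14) for P21 hyperoxia response XXM, called up and 411 (251) for P21 hyperoxia response XXM, called down. Beside them stood 14 (0) for P21 hyperoxia response XYF, called up, 115 (0) for P21 hyperoxia response XYF, called down and 3 (0) for P21 hyperoxia response XYM, called up. Counts became 3 (0) for P21 hyperoxia response XYM, called down, 34 (20) for P21 XXM over XXF in RA, called and 139 (34) for P21 XYM over XXM in RA, called. It gave 322 (187) for P21 XYF over XXF in RA, called, 61 (39) for P21 XYM over XXF in O2, called and 130 (34) for P21 XXM over XXF in O2, called. It also gave 79 (8) for P21 XYM over XYF in O2, called, 66 (12) for P21 XYM over XXM in O2, called and 197 (72) for P21 XYF over XXF in O2, called. Further values were 143 (11) for P21 hyperoxia response XY minus XX, called, 89 (9) for P21 3-way interaction, called and 15 (0) for P21 region A (XXF and XYF), genes. There were 1.83 (0) for P21 overlap XXF and XYF, percent, 1 (0) for P21 region B (XXM and XYM), genes and 1 (0) for P21 region D (XYF and XYM), genes.

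With RLE in place of TMM factors, 227 of 229 values stayed, 2 moved, 0 lost and 0 gained a call and 0 changed sign. The cause was not tested. Others were 4 (10) for P5 M over F, called and 0.0011 (0.0044) for P5 RA median log2 fold change XY over XX, autosomal genes.

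With no low-count filter, 188 of 230 values stayed, 38 moved, 0 lost and 4 gained a call and 0 changed sign. More genes are tested in this setting by its construction, many of them near 0. Then came 283 (133) for P5 hyperoxia response XXF, called down, 297 (28) for P5 XYM over XXF in RA, called and 212 (0) for P5 XXM over XXF in RA, called. Beside them stood 46 (0) for P5 XYM over XYF in RA, called, 86 (11) for P5 XYF over XXF in RA, called and 101 (24) for P5 XYM over XXF in O2, called. Counts became 536 (9) for P5 XXM over XXF in O2, called, 10 (0) for P5 XYM over XYF in O2, called and 1033 (375) for P5 XYM over XXM in O2, called. It gave 20 (12) for P5 XYF over XXF in O2, called, 40 (19) for P5 XY over XX, called and 62 (10) for P5 M over F, called. It also gave 10 (0) for P5 hyperoxia response XY minus XX, called, 49 (0) for P5 hyperoxia response M minus F, called and 52 (0) for P5 3-way interaction, called. Further values were 1 (0) for P5 hyperoxia responses, Y genes called in any genotype, 18.9 (22.4) for P5 overlap XXM and XYM, percent and 379 (224) for P21 hyperoxia response XXF, called up. There were 3 (0) for P21 hyperoxia response XYF, called up, 54 (0) for P21 hyperoxia response XYF, called down and 1 (0) for P21 hyperoxia response XYM, called up. Others were 1 (0) for P21 hyperoxia response XYM, called down, 96 (34) for P21 XYM over XXM in RA, called and 221 (39) for P21 XYM over XXF in O2, called. Then came 311 (34) for P21 XXM over XXF in O2, called, 24 (8) for P21 XYM over XYF in O2, called and 24 (12) for P21 XYM over XXM in O2, called. Beside them stood 387 (72) for P21 XYF over XXF in O2, called, 96 (11) for P21 hyperoxia response XY minus XX, called and 75 (9) for P21 3-way interaction, called. Counts became 1 (0) for P21 hyperoxia responses, Y genes called in any genotype, 5 (0) for P21 region A (XXF and XYF), genes and 16.3 (20.9) for P21 overlap XXF and XXM, percent. It gave 1 (0) for P21 region D (XYF and XYM), genes, 0.0379 (0.0106) for P5 O2 median log2 fold change XY over XX, autosomal genes and -0.0148 (-0.0407) for P21 O2 median log2 fold change XY over XX, X genes. It also gave 0 (-0.0033) for P21 O2 median log2 fold change XY over XX, autosomal genes and 5 (9) for X segment higher in XY, genes in the longest run.

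With no 1.5-fold minimum, 168 of 197 values stayed, 26 moved, 0 lost and 3 gained a call and 0 changed sign. This setting can only add genes to a response, by its construction. Further values were 389 (141) for P5 hyperoxia response XXF, called up, 329 (133) for P5 hyperoxia response XXF, called down and 1734 (801) for P5 hyperoxia response XXM, called up. There were 2197 (1139) for P5 hyperoxia response XXM, called down, 694 (228) for P5 hyperoxia response XYF, called up and 827 (312) for P5 hyperoxia response XYF, called down. Others were 1083 (372) for P5 hyperoxia response XYM, called up, 1364 (657) for P5 hyperoxia response XYM, called down and 56 (28) for P5 XYM over XXF in RA, called. Then came 36 (19) for P5 XY over XX, called, 32 (10) for P5 M over F, called and 7 (3) for P5 hyperoxia response XXF, X genes called up. Beside them stood 61 (27) for P5 hyperoxia response XXM, X genes called up, 6 (3) for P5 XY over XX in RA, X genes called higher in XX and 113 (66) for P5 region A (XXF and XYF), genes. Counts became 1098 (424) for P5 region B (XXM and XYM), genes, 31.5 (22.4) for P5 overlap XXM and XYM, percent and 99 (38) for P5 region C (XXF and XXM), genes. It gave 12.8 (7.69) for P5 overlap XXF and XXM, percent, 819 (309) for P5 region D (XYF and XYM), genes and 45.9 (37.6) for P5 overlap XYF and XYM, percent. It also gave 430 (120) for P5 region E (all 4), genes, 262 (172) for P21 XY over XX, called and 1 (0) for P21 hyperoxia response XXM, X genes called up. Further values were 10 (6) for P21 XY over XX in RA, X genes called higher in XX and 17.8 (20.9) for P21 overlap XXF and XXM, percent.

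With an unadjusted p under 0.05 with the 1.5-fold minimum, 117 of 197 values stayed, 61 moved, 0 lost and 19 gained a call and 0 changed sign. By its construction this setting can only add genes to a response, and chance alone brings in part of them. There were 333 (141) for P5 hyperoxia response XXF, called up, 408 (133) for P5 hyperoxia response XXF, called down and 426 (228) for P5 hyperoxia response XYF, called up. Others were 493 (312) for P5 hyperoxia response XYF, called down, 571 (372) for P5 hyperoxia response XYM, called up and 986 (657) for P5 hyperoxia response XYM, called down. Then came 442 (28) for P5 XYM over XXF in RA, called, 389 (0) for P5 XXM over XXF in RA, called and 111 (0) for P5 XYM over XYF in RA, called. Beside them stood 30 (13) for P5 XYM over XXM in RA, called, 157 (11) for P5 XYF over XXF in RA, called and 297 (24) for P5 XYM over XXF in O2, called. Counts became 1672 (9) for P5 XXM over XXF in O2, called, 138 (0) for P5 XYM over XYF in O2, called and 1909 (375) for P5 XYM over XXM in O2, called. It gave 84 (12) for P5 XYF over XXF in O2, called, 356 (19) for P5 XY over XX, called and 426 (10) for P5 M over F, called. It also gave 490 (0) for P5 hyperoxia response XY minus XX, called, 562 (0) for P5 hyperoxia response M minus F, called and 698 (0) for P5 3-way interaction, called. Further values were 11 (3) for P5 hyperoxia response XXF, X genes called up, 147 (66) for P5 region A (XXF and XYF), genes and 123 (38) for P5 region C (XXF and XXM), genes. There were 10.9 (7.69) for P5 overlap XXF and XXM, percent, 229 (120) for P5 region E (all 4), genes and 689 (224) for P21 hyperoxia response XXF, called up. Others were 865 (364) for P21 hyperoxia response XXF, called down, 195 (14) for P21 hyperoxia response XXM, called up and 921 (251) for P21 hyperoxia response XXM, called down. Then came 168 (0) for P21 hyperoxia response XYF, called up, 818 (0) for P21 hyperoxia response XYF, called down and 259 (0) for P21 hyperoxia response XYM, called up. Beside them stood 453 (0) for P21 hyperoxia response XYM, called down, 1020 (173) for P21 XYM over XXF in RA, called and 558 (20) for P21 XXM over XXF in RA, called. Counts became 219 (0) for P21 XYM over XYF in RA, called, 736 (34) for P21 XYM over XXM in RA, called and 1018 (187) for P21 XYF over XXF in RA, called. It gave 506 (39) for P21 XYM over XXF in O2, called, 976 (34) for P21 XXM over XXF in O2, called and 643 (8) for P21 XYM over XYF in O2, called. It also gave 790 (12) for P21 XYM over XXM in O2, called, 893 (72) for P21 XYF over XXF in O2, called and 472 (172) for P21 XY over XX, called. Further values were 169 (49) for P21 M over F, called, 629 (11) for P21 hyperoxia response XY minus XX, called and 320 (0) for P21 hyperoxia response M minus F, called. There were 1334 (9) for P21 3-way interaction, called, 23 (10) for P21 hyperoxia response XXF, X genes called up and 11 (0) for P21 hyperoxia response XXM, X genes called up. Others were 2 (0) for P21 hyperoxia responses, Y genes called in any genotype, 24 (6) for P21 XY over XX in RA, X genes called higher in XX and 183 (0) for P21 region A (XXF and XYF), genes. Then came 9.47 (0) for P21 overlap XXF and XYF, percent, 76 (0) for P21 region B (XXM and XYM), genes and 6.40 (0) for P21 overlap XXM and XYM, percent. Beside them stood 326 (146) for P21 region C (XXF and XXM), genes, 15.9 (20.9) for P21 overlap XXF and XXM, percent and 154 (0) for P21 region D (XYF and XYM), genes. Counts became 33 (0) for P21 region E (all 4), genes.

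With 1 surrogate variable as a covariate, 187 of 229 values stayed, 34 moved, 3 lost and 2 gained a call and 3 changed sign. The cause was not tested. It gave 218 (133) for P5 hyperoxia response XXF, called down, 1992 (1139) for P5 hyperoxia response XXM, called down and 611 (372) for P5 hyperoxia response XYM, called up. It also gave 144 (28) for P5 XYM over XXF in RA, called, 6 (0) for P5 XXM over XXF in RA, called and 53 (24) for P5 XYM over XXF in O2, called. Further values were 653 (9) for P5 XXM over XXF in O2, called, 1297 (375) for P5 XYM over XXM in O2, called and 31 (19) for P5 XY over XX, called. There were 64 (10) for P5 M over F, called, 3 (0) for P5 hyperoxia response XY minus XX, called and 1 (0) for P5 3-way interaction, called. Others were 20.1 (22.4) for P5 overlap XXM and XYM, percent, 62 (38) for P5 region C (XXF and XXM), genes and 33.1 (37.6) for P5 overlap XYF and XYM, percent. Then came 2 (0) for P21 hyperoxia response XYM, called up, 1 (0) for P21 hyperoxia response XYM, called down and 48 (20) for P21 XXM over XXF in RA, called. Beside them stood 5 (34) for P21 XXM over XXF in O2, called, 1 (8) for P21 XYM over XYF in O2, called and 36 (72) for P21 XYF over XXF in O2, called. Counts became 4 (11) for P21 hyperoxia response XY minus XX, called, 5 (9) for P21 3-way interaction, called and 0.0342 (0.0029) for P5 O2 median log2 fold change XY over XX, X genes. It gave 0.0394 (0.0106) for P5 O2 median log2 fold change XY over XX, autosomal genes, -0.011 (0.015) for Rsad2, P21 hyperoxia response XXF, log2 fold change and 0.16 (-0.064) for Nr1d1, P21 hyperoxia response XXM, log2 fold change. It also gave 0.44 (-0.35) for Zbtb16, P21 hyperoxia response XYF, log2 fold change, -0.97 (-1.45) for P5 muscle cell differentiation (female chromosomal), median log2 fold change XXF and -1.14 (-0.78) for P5 muscle structure development (male gonadal), median log2 fold change XXM. Further values were -0.71 (-0.97) for P5 muscle structure development (male gonadal), median log2 fold change XYM, -0.81 (-0.73) for P5 circulatory system development (male gonadal), median log2 fold change XXM and -0.70 (-0.76) for P5 circulatory system development (male gonadal), median log2 fold change XYM. There were 0.52 (0.58) for P5 ion transport (male chromosomal), median log2 fold change XYF, 0.27 (0.59) for P5 ion transport (male chromosomal), median log2 fold change XYM and -0.65 (-0.73) for P5 cell motility (male chromosomal), median log2 fold change XYM. Others were -0.71 (-0.76) for P5 biological adhesion (male chromosomal), median log2 fold change XYM.

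With fits of only the 6 animals compared, 106 of 153 values stayed, 33 moved, 9 lost and 5 gained a call and 0 changed sign. By construction the spread is then estimated from fewer animals. Then came 267 (141) for P5 hyperoxia response XXF, called up, 323 (133) for P5 hyperoxia response XXF, called down and 80 (801) for P5 hyperoxia response XXM, called up. Beside them stood 171 (1139) for P5 hyperoxia response XXM, called down, 698 (372) for P5 hyperoxia response XYM, called up and 1151 (657) for P5 hyperoxia response XYM, called down. Counts became 386 (28) for P5 XYM over XXF in RA, called, 278 (0) for P5 XXM over XXF in RA, called and 107 (24) for P5 XYM over XXF in O2, called. It gave 0 (9) for P5 XXM over XXF in O2, called, 7 (375) for P5 XYM over XXM in O2, called and 8 (3) for P5 hyperoxia response XXF, X genes called up. It also gave 1 (27) for P5 hyperoxia response XXM, X genes called up, 226 (66) for P5 region A (XXF and XYF), genes and 119 (424) for P5 region B (XXM and XYM), genes. Further values were 10.6 (22.4) for P5 overlap XXM and XYM, percent, 10 (38) for P5 region C (XXF and XXM), genes and 12.3 (7.69) for P5 overlap XXF and XXM, percent. There were 502 (309) for P5 region D (XYF and XYM), genes, 29.2 (37.6) for P5 overlap XYF and XYM, percent and 0 (14) for P21 hyperoxia response XXM, called up. Others were 0 (251) for P21 hyperoxia response XXM, called down, 26 (0) for P21 hyperoxia response XYF, called down and 0 (20) for P21 XXM over XXF in RA, called. Then came 8 (34) for P21 XYM over XXM in RA, called, 480 (187) for P21 XYF over XXF in RA, called and 8 (39) for P21 XYM over XXF in O2, called. Beside them stood 0 (8) for P21 XYM over XYF in O2, called, 6 (12) for P21 XYM over XXM in O2, called and 5 (10) for P21 hyperoxia response XXF, X genes called up. Counts became 3 (0) for P21 region A (XXF and XYF), genes, 0 (146) for P21 region C (XXF and XXM), genes and 0 (20.9) for P21 overlap XXF and XXM, percent.

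With animals 22 and 23 left out together, 31 of 47 values stayed, 9 moved, 5 lost and 1 gained a call and 1 changed sign. Their libraries hold few genes for their depth, which is why this setting was added after the data were seen. It gave 372 (801) for P5 hyperoxia response XXM, called up, 426 (1139) for P5 hyperoxia response XXM, called down and 0 (9) for P5 XXM over XXF in O2, called. It also gave 13 (375) for P5 XYM over XXM in O2, called, 3 (10) for P5 M over F, called and 30.2 (22.4) for P5 overlap XXM and XYM, percent. Further values were 15.8 (7.69) for P5 overlap XXF and XXM, percent, -0.0248 (0.0029) for P5 O2 median log2 fold change XY over XX, X genes and 0.28 (-1.65) for Zbtb16, P5 hyperoxia response XXM, log2 fold change. There were -0.80 (-0.73) for P5 circulatory system development (male gonadal), median log2 fold change XXM.

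With fry in place of camera, 0 of 2 values stayed, 2 moved, 0 lost and 0 gained a call and 0 changed sign. The cause was not tested. Others were 5 (46) for marker lists in the interactions, list and term pairs past the threshold and 16 (54) for marker lists in hyperoxia, list and response pairs past the threshold.

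Leaving out 1 animal at a time, 1986 of 2472 values stayed, 334 moved, 112 lost and 12 gained a call, and 28 changed sign. A group then has 2 animals, whose spread is pooled with the other groups. The ranges below run from the lowest to the highest value, and beyond fewer animals the cause was not tested. Ranges were 62 to 139 (141) for P5 hyperoxia response XXF, called up, 72 to 138 (133) for P5 hyperoxia response XXF, called down and 12 to 53 (28) for P5 XYM over XXF in RA, called. They ran over 0 to 13 (0) for P5 XXM over XXF in RA, called, 11 to 32 (11) for P5 XYF over XXF in RA, called and 15 to 940 (19) for P5 XY over XX, called. Further ranges were 2 to 1151 (10) for P5 M over F, called, 0 to 1012 (0) for P5 hyperoxia response XY minus XX, called and 0 to 1072 (0) for P5 hyperoxia response M minus F, called. Next came 0 to 1199 (0) for P5 3-way interaction, called, 29 to 67 (66) for P5 region A (XXF and XYF), genes and 15.4 to 40.4 (29.6) for P5 overlap XXF and XYF, percent. Others ran over 15 to 42 (38) for P5 region C (XXF and XXM), genes, 3.47 to 10.2 (7.69) for P5 overlap XXF and XXM, percent and 61 to 128 (120) for P5 region E (all 4), genes. Then followed 493 to 1388 (801) for P5 hyperoxia response XXM, called up, 809 to 2689 (1139) for P5 hyperoxia response XXM, called down and 17 to 46 (27) for P5 hyperoxia response XXM, X genes called up. Ranges were 269 to 452 (424) for P5 region B (XXM and XYM), genes, 11.6 to 25.2 (22.4) for P5 overlap XXM and XYM, percent and 220 to 449 (372) for P5 hyperoxia response XYM, called up. They ran over 386 to 728 (657) for P5 hyperoxia response XYM, called down, 131 to 398 (309) for P5 region D (XYF and XYM), genes and 22.3 to 47.1 (37.6) for P5 overlap XYF and XYM, percent. Further ranges were 126 to 287 (228) for P5 hyperoxia response XYF, called up, 154 to 360 (312) for P5 hyperoxia response XYF, called down and 11 to 107 (24) for P5 XYM over XXF in O2, called. Next came 0 to 2982 (9) for P5 XXM over XXF in O2, called, 16 to 3192 (375) for P5 XYM over XXM in O2, called and 34 to 266 (224) for P21 hyperoxia response XXF, called up. Others ran over 152 to 385 (364) for P21 hyperoxia response XXF, called down, 43 to 143 (173) for P21 XYM over XXF in RA, called and 2 to 10 (20) for P21 XXM over XXF in RA, called. Then followed 14 to 151 (187) for P21 XYF over XXF in RA, called, 116 to 266 (172) for P21 XY over XX, called and 0 to 223 (11) for P21 hyperoxia response XY minus XX, called.

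Ranges were 4 to 45 (9) for P21 3-way interaction, called, 2 to 10 (10) for P21 hyperoxia response XXF, X genes called up and 0 to 1 (0) for P21 hyperoxia responses, Y genes called in any genotype. They ran over 6 to 12 (6) for P21 XY over XX in RA, X genes called higher in XX, 0 to 4 (0) for P21 region A (XXF and XYF), genes and 45 to 201 (146) for P21 region C (XXF and XXM), genes. Further ranges were 7.58 to 32.0 (20.9) for P21 overlap XXF and XXM, percent, 1 to 33 (14) for P21 hyperoxia response XXM, called up and 51 to 334 (251) for P21 hyperoxia response XXM, called down. Next came 11 to 228 (34) for P21 XYM over XXM in RA, called, 0 to 2 (0) for P21 hyperoxia response XXM, X genes called up and 0 to 1 (0) for P21 hyperoxia response XYM, called down. Others ran over 0 to 2 (0) for P21 hyperoxia response XYF, called up, 0 to 39 (0) for P21 hyperoxia response XYF, called down and 10 to 124 (39) for P21 XYM over XXF in O2, called. Then followed 0 to 142 (34) for P21 XXM over XXF in O2, called, 11 to 179 (72) for P21 XYF over XXF in O2, called and 10 to 19 (12) for P21 XYM over XXM in O2, called. Ranges were 0 to 8 (8) for P21 XYM over XYF in O2, called, -0.0329 to -0.0094 (-0.0164) for P5 RA median log2 fold change XY over XX, X genes and -0.0021 to 0.0081 (0.0044) for P5 RA median log2 fold change XY over XX, autosomal genes. They ran over 0.0109 to 0.0274 (0.0106) for P5 O2 median log2 fold change XY over XX, autosomal genes, -0.0316 to 0.0009 (-0.0153) for P21 RA median log2 fold change XY over XX, X genes and -0.0037 to 0.0119 (0.0001) for P21 RA median log2 fold change XY over XX, autosomal genes. Further ranges were -0.055 to -0.0183 (-0.0407) for P21 O2 median log2 fold change XY over XX, X genes, -0.0074 to -0.0009 (-0.0033) for P21 O2 median log2 fold change XY over XX, autosomal genes and -0.32 to 0.14 (-0.11) for Apln, P21 hyperoxia response XXM, log2 fold change. Next came -0.45 to 0.99 (0.64) for Zbtb16, P5 hyperoxia response XXF, log2 fold change, -2.40 to 0.24 (-0.41) for Hamp, P21 hyperoxia response XXF, log2 fold change and -0.56 to 0.40 (0.015) for Rsad2, P21 hyperoxia response XXF, log2 fold change. Others ran over -0.25 to 2.39 (1.84) for Ltf, P21 hyperoxia response XXF, log2 fold change, -0.088 to 2.62 (0.77) for Hif3a, P21 hyperoxia response XXM, log2 fold change and -0.64 to 2.96 (0.52) for Zbtb16, P21 hyperoxia response XXM, log2 fold change. Then followed -0.066 to 0.61 (0.28) for Tlr7, P21 hyperoxia response XXM, log2 fold change, -0.49 to 1.38 (-0.064) for Nr1d1, P21 hyperoxia response XXM, log2 fold change and -0.98 to 0.58 (-0.58) for Alox15, P21 hyperoxia response XXM, log2 fold change.

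Ranges were -0.20 to 0.34 (0.039) for Hk3, P21 hyperoxia response XXM, log2 fold change, -0.38 to 0.22 (-0.058) for Flt3, P5 hyperoxia response XYF, log2 fold change and -0.10 to 0.69 (0.36) for Hif3a, P21 hyperoxia response XYF, log2 fold change. They ran over -0.78 to 0.12 (-0.35) for Zbtb16, P21 hyperoxia response XYF, log2 fold change, -0.59 to 0.038 (-0.21) for Zbtb16, P5 hyperoxia response XYM, log2 fold change and -0.30 to 0.61 (0.36) for Hif3a, P21 hyperoxia response XYM, log2 fold change. Further ranges were -2.60 to 0.13 (-0.47) for Zbtb16, P21 hyperoxia response XYM, log2 fold change, -0.27 to 3.88 (2.80) for Snora69, P5 hyperoxia response XXM, log2 fold change and -0.56 to 3.99 (3.43) for Otc, P21 hyperoxia response XXF, log2 fold change. Next came -0.85 to -0.70 (-0.80) for P5 cell division (female gonadal), median log2 fold change XXF, 0.59 to 0.71 (0.61) for P5 regulation of cytoskeleton organization (female gonadal), median log2 fold change XXF and -1.82 to -0.81 (-1.45) for P5 muscle cell differentiation (female chromosomal), median log2 fold change XXF. Others ran over -1.88 to -0.28 (-0.65) for P5 muscle cell differentiation (female chromosomal), median log2 fold change XXM, -1.36 to -0.56 (-0.78) for P5 muscle structure development (male gonadal), median log2 fold change XXM and -1.16 to -0.89 (-0.97) for P5 muscle structure development (male gonadal), median log2 fold change XYM. Then followed -0.87 to -0.65 (-0.73) for P5 circulatory system development (male gonadal), median log2 fold change XXM, -0.81 to -0.71 (-0.76) for P5 circulatory system development (male gonadal), median log2 fold change XYM and 0.097 to 0.59 (0.58) for P5 ion transport (male chromosomal), median log2 fold change XYF. Ranges were 0.27 to 0.61 (0.59) for P5 ion transport (male chromosomal), median log2 fold change XYM, -0.72 to -0.30 (-0.66) for P5 cell motility (male chromosomal), median log2 fold change XYF and -0.72 to -0.63 (-0.73) for P5 cell motility (male chromosomal), median log2 fold change XYM. They ran over -0.71 to -0.54 (-0.68) for P5 biological adhesion (male chromosomal), median log2 fold change XYF, -0.81 to -0.66 (-0.76) for P5 biological adhesion (male chromosomal), median log2 fold change XYM and -2.26 to -2.10 (-2.15) for P21 cell cycle (female gonadal), median log2 fold change XXF. Further ranges were -1.898 to -1.74 (-1.84) for P21 cell cycle (female chromosomal), median log2 fold change XXF and -1.15 to -0.53 (-0.72) for P21 regulation of immune response (male chromosomal), median log2 fold change XYF.

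Depth sets limits of its own. The shallowest library holds 6008291 counts, and P21 room-air lungs have a median of 9243258 against 20584063 after hyperoxia, so genes with few counts are seen less well in the former. Simulated changes of 2-fold to 4-fold were found for 85% of genes at P5 and 83% at P21 in the XXF response and for 82% and 81.5% in the XY against XX interaction. These genes were drawn from those above 1 CPM on average. Changes under 2-fold and libraries that hold few genes were not simulated.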

Differences from the paper's values

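Values of the paper taken from figures were read by eye and carry the word about. For each value it is said under which of the alternatives set before the data were examined the result here comes within the paper's value (reached under), meaning that neither is more than 1.5 times the other, and every alternative not named leaves the difference in place. No cause was tested for any of these differences.

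The numbers of DEGs after hyperoxia are smaller here than in Fig. 4A, apart from the XXM response at P5. Down in P5 XXF, the paper's Fig. 4A value is about 450 and the value here 133, reached under no 1.5-fold minimum, the unadjusted p and fits of 6 animals. Up in P5 XXF, the paper's Fig. 4A value is about 320 and the value here 141, reached under no 1.5-fold minimum, the unadjusted p and fits of 6 animals. Up in P5 XXM, the paper's Fig. 4A value is about 500 and the value here 801, reached under animals 5, 6 or 7 left out. Up in P5 XYF, the paper's Fig. 4A value is about 510 and the value here 228, reached under no 1.5-fold minimum and the unadjusted p. Down in P5 XYM, the paper's Fig. 4A value is about 1000 and the value here 657, reached under DESeq2, RLE factors, no filter, no 1.5-fold minimum, the unadjusted p, 1 surrogate variable, fits of 6 animals and animal 27 left out. Up in P5 XYM, the paper's Fig. 4A value is about 580 and the value here 372, reached under DESeq2, no filter, the unadjusted p, 1 surrogate variable, fits of 6 animals and animal 27 left out. Down in P21 XXF, the paper's Fig. 4A value is about 550 and the value here 364, reached under DESeq2, no 1.5-fold minimum, 1 surrogate variable, fits of 6 animals and animal 49 left out. Down in P21 XXM, the paper's Fig. 4A value is about 510 and the value here 251, reached under DESeq2. Up in P21 XXM, the paper's Fig. 4A value is about 55 and the value here 14, reached by none. Down in P21 XYF, the paper's Fig. 4A value is about 610 and the value here 0, reached under the unadjusted p. Up in P21 XYF, the paper's Fig. 4A value is about 72 and the value here 0, reached by none. Down in P21 XYM, the paper's Fig. 4A value is about 220 and the value here 0, reached by none. Up in P21 XYM, the paper's Fig. 4A value is about 190 and the value here 0, reached under the unadjusted p.

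Between genotypes at P5 in room air, Fig. 4 shows more DEGs than are called here. For P5 XYM over XXF in RA the paper's Fig. 4 value is about 480 and the value here 28, reached under the unadjusted p and fits of 6 animals. For P5 XXM over XXF in RA the paper's Fig. 4 value is about 400 and the value here 0, reached under the unadjusted p and fits of 6 animals. For P5 XYM over XYF in RA the paper's Fig. 4 value is about 81 and the value here 0, reached under the unadjusted p. For P5 XYM over XXM in RA the paper's Fig. 4 value is about 110 and the value here 13, reached by none. For P5 XYF over XXF in RA the paper's Fig. 4 value is about 150 and the value here 11, reached under the unadjusted p.

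Between genotypes at P21 in room air, Fig. 4 shows more DEGs than are called here. For P21 XYM over XXF in RA the paper's Fig. 4 value is about 760 and the value here 173, reached under the unadjusted p. For P21 XXM over XXF in RA the paper's Fig. 4 value is about 260 and the value here 20, reached by none. For P21 XYM over XYF in RA the paper's Fig. 4 value is about 100 and the value here 0, reached by none. For P21 XYM over XXM in RA the paper's Fig. 4 value is about 350 and the value here 34, reached by none. For P21 XYF over XXF in RA the paper's Fig. 4 value is about 690 and the value here 187, reached under the unadjusted p and fits of 6 animals.

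Between genotypes at P5 in hyperoxia, Fig. 4 shows more DEGs than are called here, apart from XYM over XXM, where 375 are called and both values lie close together. For P5 XYM over XXF in O2 the paper's Fig. 4 value is about 360 and the value here 24, reached under the unadjusted p. For P5 XXM over XXF in O2 the paper's Fig. 4 value is about 210 and the value here 9, reached by none. For P5 XYM over XYF in O2 the paper's Fig. 4 value is about 130 and the value here 0, reached under the unadjusted p. For P5 XYF over XXF in O2 the paper's Fig. 4 value is about 59 and the value here 12, reached under the unadjusted p.

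Between genotypes at P21 in hyperoxia, Fig. 4 shows more DEGs than are called here. For P21 XYM over XXF in O2 the paper's Fig. 4 value is about 280 and the value here 39, reached under no filter. For P21 XXM over XXF in O2 the paper's Fig. 4 value is about 390 and the value here 34, reached under no filter. For P21 XYM over XYF in O2 the paper's Fig. 4 value is about 260 and the value here 8, reached by none. For P21 XYM over XXM in O2 the paper's Fig. 4 value is about 300 and the value here 12, reached by none. For P21 XYF over XXF in O2 the paper's Fig. 4 value is about 440 and the value here 72, reached under no filter.

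Among X genes called up after hyperoxia the text of the paper differs for 2 groups. In P5 XXF the paper's text value is 12 and the value here 3, reached under the unadjusted p and fits of 6 animals. In P21 XXM the paper's text value is 1 and the value here 0, reached under no 1.5-fold minimum and animals 53 or 55 left out.

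Regions of Fig. 7 differ as well, with region E and the percentages taken from the text. For P5 region C, percent down in the region, the paper's value is 73.9 and the value here 44.7, reached under no filter, 1 surrogate variable, fits of 6 animals and animals 2, 3, 5 or 17 left out. For P5 region E, genes, the paper's value is 233 and the value here 120, reached under no filter, the unadjusted p and 1 surrogate variable. For P5 region E, genes, up, the paper's value is 97 and the value here 60, reached under DESeq2, no filter, the unadjusted p, 1 surrogate variable and animal 22 left out. For P5 region E, genes, down, the paper's value is 136 and the value here 60, reached under no 1.5-fold minimum and the unadjusted p. For P21 region E, genes, the paper's value is 27 and the value here 0, reached under the unadjusted p. For P5 region A, genes, the paper's value is about 170 and the value here 66, reached under the unadjusted p and fits of 6 animals. For P5 region C, genes, the paper's value is about 110 and the value here 38, reached under no 1.5-fold minimum and the unadjusted p. For P5 region D, genes, the paper's value is about 490 and the value here 309, reached under DESeq2, the unadjusted p, 1 surrogate variable, fits of 6 animals and animal 15 left out. For P21 region A, genes, the paper's value is about 140 and the value here 0, reached under the unadjusted p. For P21 region B, genes, the paper's value is about 20 and the value here 0, reached by none. For P21 region C, genes, the paper's value is about 220 and the value here 146, reached under DESeq2, RLE factors, no filter, no 1.5-fold minimum, the unadjusted p, 1 surrogate variable and animal 39 left out. For P21 region D, genes, the paper's value is about 100 and the value here 0, reached by none.

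The overlaps given in the text differ for 2 pairs, and what the paper divides by is not given in the sources used here. In P5 XXF and XXM (%), the paper's text value is 18 and the value here 7.69, reached under no 1.5-fold minimum and fits of 6 animals. In P21 XXF and XYF (%), the paper's text value is 13 and the value here 0, reached under the unadjusted p.

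Directions differ too. The paper has XYF as the exception with more genes up than down at P5, while here XYF has 57.8% down and XXF, with 48.5% down, is the exception. XXF mice have more down than up, as in the paper, with DESeq2 (161 for P5 hyperoxia response XXF, called up and 215 for P5 hyperoxia response XXF, called down), no filter (148 and 283), the unadjusted p (333 and 408), 1 surrogate variable (187 and 218), fits of 6 animals (267 and 323) and without animal 2 (82 and 106) or 3 (62 and 72). XYF mice have more down than up under every alternative run. It has XYM with nearly equal numbers up and down at P21, where edgeR calls 0 in either direction. In the paper the female chromosomal region at P5 is mostly down and the male chromosomal one more even, and here they are 44.74% and 66.99% down, with the alternatives that bring the former within the paper's value named above. At P21 the paper places the largest regions in the female gonadal and female chromosomal responses, and here these hold 0 and 146 genes. The overlap of XYF and XYM mice at P21 cannot be formed here, since neither response has a call. Many X genes are described as higher in XX mice at P5, and 3 of 566 are called here, with 17 at an unadjusted p under 0.05 in edgeR. The 3, Xist among them, come from XY against XX mice with gonads averaged. The paper gives its examples for pairs of genotypes, so the contrasts are unlike. Kdm5c is higher in XXF than in XYM mice by 0.58 in log2, short of the 1.5-fold minimum used here, and it is called without that minimum. The legend of Fig. 4 exchanges panels B and C relative to the text, and the room-air and hyperoxia panels were read as the text has them.

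Leaving out animals 22 and 23, a setting chosen after seeing the values, brings P5 hyperoxia response XXM, called up genes to 372 and the P5 overlap XXF and XXM, percent value to 15.8, nearer to the paper's values. It takes P5 hyperoxia response XXM, called down genes from 1139 to 426, where the paper's Fig. 4A value is about 980, and P5 XYM over XXM in O2, called genes from 375 to 13, where the paper's Fig. 4 value is about 370, both away from the paper's values. It takes the XXM response at P5 from 1940 to 798 genes, and how many of the genes the paper calls it drops was not counted.

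Among the genes that the paper followed up at P21 only Peg3 in XXF mice is called here. Hif3a in XXF mice passes with DESeq2, without the filter, with 1 surrogate variable, in a fit of 6 animals and without animal 49. Zbtb16 in XXF mice passes with DESeq2, without the filter and in a fit of 6 animals. Tlr7 in XXF mice passes with DESeq2 and in a fit of 6 animals, Nr1d1 in XXF mice in a fit of 6 animals, Rsad2 in XYF mice with DESeq2, without the filter and without animal 48, and Hamp in XXF mice without animal 49. Every log2 fold change of the paper compared for a named gene lies within 1 replicate SD of the one fitted here, taken as its SE times the square root of 1.5. Both come from the same libraries, so a spread between animals is a loose bound for this comparison. Zbtb16 in P21 XYM mice lies within it at about -1 in the paper's figure and -0.465 here (SD 1.22). Ltf in P21 XXF mice lies beyond the SE itself of 0.744, with 1.075 as the paper's supplement value and 1.844 here (SD 0.911).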

Other observations

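Of the tests in this part, those for muscle, glucocorticoids and time of day were written before the results were seen and the others after. The group in which glucocorticoids are read was chosen after.

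Sex chromosomes on average changed 19 genes at P5 (15 higher in XY, 11 on X and 5 on Y) and 172 at P21 (45 higher in XY), of which 41 belong to the cell cycle list. Gonads changed 10 genes at P5 (1 higher in males) and 49 at P21 (4 higher in males). P5 XY over XX, called genes came to 940 and P5 M over F, called genes to 1151 without animal 21. Regrouping the 24 animals gives 3 of 100 splits as large for the 19 and 1 for the 172, but X and Y genes follow the genotypes by definition, so these counts decide nothing. Over autosomal genes alone 3 of 100 splits are as large for 3 genes at P5 and 1 for 150 at P21, the real one included. Another split at P5 reaches 25 autosomal genes. These ranks were not adjusted over the contrasts that were regrouped, so none excludes chance by itself. The 3 genes are Pappa2, Gm12185 and Upk3a, named after their values were seen. The P5 rank holds only for the count with all animals. With 1 animal left out P5 XY over XX, called genes ran from 15 to 940, and no splits were run there. For gonads at P21 regrouping gives 3 splits as large as the 49 (3 for 48 autosomal genes), and another split reaches 174. At P5 it gives 2 splits for the 10 (2 for 9 autosomal genes) with all animals, but P5 M over F, called genes fall to 4 with RLE factors, to 3 without animals 22 and 23 and to as few as 2 with 1 animal left out. No splits were run in those settings, so the rank is known only for the count with all animals. Nor does a low rank exclude an hour or batch shared by lungs of a group. For the 3 interactions at P5 and for gonads against treatment at P21 all 100 splits reach the count of 0.

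With 3 animals against 3 only 10 splits exist, so regrouping cannot exclude chance for any comparison of 2 groups, whatever their counts, and it says nothing for or against them. Splits with as many calls numbered 10 for comparisons with 0 calls, 3 for P5 XXM over XXF in O2 and P21 XYM over XXM in RA, 2 for P5 XYM over XXM in both treatments, P5 XYF over XXF in RA, P21 XXM over XXF in O2 and the P21 response of XXM mice, and 1 for the rest.

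The largest number of calls at P5 belongs to XXM mice. Low library complexity in animals 22 and 23 has the values it needs as an explanation, since animal 21 as the only exposed XXM mouse gives 798 genes and animals 22 and 23 alone give 6817 and 7417, in fits that take the lone animal to vary as the other groups do. At their full depth 22 and 23 hold 1054 and 972 genes with 1 to 6 counts, and other lungs of that age 6478 to 8029. Another difference of these animals from 21 stays open. RNA quality of single samples is not given in the sources used here.

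Skeletal muscle genes fell in some responses and not in others, with medians of -4.17 in XXF, -0.13 in XXM, 0.55 in XYF and -5.07 in XYM mice at P5 and of -0.61, -6.90, -4.14 and 1.46 at P21. Their spread within groups at P5 is 9.27 times that of all genes, as muscle tissue in some samples needs.

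Clock genes differ at P21. Genes in phase with Dbp rose by 1.633 in XXF mice (fry, adjusted p 0.0187) and genes in phase with Arntl fell by 0.75, as a later or earlier hour of collection would have it. In XXM, XYF and XYM mice the Dbp list had 0.185, -0.208 and 0.106 and the Arntl list -0.476, 0.477 and 0.077, none past fry, and in XYF mice both go the other way. At P5 the Dbp list had medians of 0.39, 0.35, 0.31 and 0.24 and the Arntl list of 0.06, -0.41, -0.07 and 0.07 in XXF, XXM, XYF and XYM mice. Hours of collection are not given in the sources used here.

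Zbtb16 and Hif3a answer to glucocorticoids, and stress at collection was tested as a cause of their higher levels in exposed XXF mice at P21. The glucocorticoid list moved there by 0.112 (fry, adjusted p 0.595), where Zbtb16 had 3.26 and Hif3a 2.33. It moved by -0.10 in XXM, where neither gene is called, by 0.13 in XYF and by 0.45 in XYM mice. Only the last is past fry (adjusted p 0.0187), and neither gene is called there. The list thus did not move with the 2 genes, so stress is not shown as their cause. A median short of its test does not exclude stress either. At P5 the medians of the list were 0.09, 0.13, 0.10 and 0.01.

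Thymocyte genes had medians of 1.19, -2.04, -1.06 and -0.93 at P5 in XXF, XXM, XYF and XYM mice, and 0 of 8 exceed 1 CPM in every group. Erythroid genes had -0.98, -0.45, -0.72 and -0.46 at P5, with the first past fry (adjusted p 0.0214). Liver genes had 0.47, 2.03, -0.69 and 1.31 at P5 and 0.56 in XXM, -1.67 in XYF and 0.24 in XYM mice at P21. The adipose list had 1.11 in XXF, -1.50 in XXM, -0.73 in XYF and -0.11 in XYM mice at P21. In the interactions 46 of 90 pairs of list and term pass camera and 5 pass fry.

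Animal 34 carries 2 ages on its labels. A lung collected at P5 is argued against by its position of 0.13 on the axis from P21 (0) to P5 (1), where P5 animals lie from 0.778 to 1.057.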
